# Extensive DNA methylome rearrangement during early lamprey embryogenesis

**DOI:** 10.1038/s41467-024-46085-2

**Published:** 2024-03-04

**Authors:** Allegra Angeloni, Skye Fissette, Deniz Kaya, Jillian M. Hammond, Hasindu Gamaarachchi, Ira W. Deveson, Robert J. Klose, Weiming Li, Xiaotian Zhang, Ozren Bogdanovic

**Keywords:** Reprogramming, DNA methylation, Evolutionary developmental biology, Epigenomics

## Abstract

DNA methylation (5mC) is a repressive gene regulatory mark widespread in vertebrate genomes, yet the developmental dynamics in which 5mC patterns are established vary across species. While mammals undergo two rounds of global 5mC erasure, teleosts, for example, exhibit localized maternal-to-paternal 5mC remodeling. Here, we studied 5mC dynamics during the embryonic development of sea lamprey, a jawless vertebrate which occupies a critical phylogenetic position as the sister group of the jawed vertebrates. We employed 5mC quantification in lamprey embryos and tissues, and discovered large-scale maternal-to-paternal epigenome remodeling that affects ~30% of the embryonic genome and is predominantly associated with partially methylated domains. We further demonstrate that sequences eliminated during programmed genome rearrangement (PGR), are hypermethylated in sperm prior to the onset of PGR. Our study thus unveils important insights into the evolutionary origins of vertebrate 5mC reprogramming, and how this process might participate in diverse developmental strategies.

## Abstract (web summary)

DNA methylation plays a major role in establishing cell identity, but the dynamics of DNA methylation patterns are highly variable across species. Here, the authors discover extensive DNA methylation reprogramming during embryonic development of the sea lamprey, a jawless fish with a distinctive, highly disordered methylome.

## Introduction

DNA methylation (5-methylcytosine - 5mC) is a chemical modification to the DNA that represents one of the most pervasive gene regulatory marks in vertebrates^1–3^. 5mC is predominantly found within the cytosine-guanine dinucleotide context (mCG), occurring at ~80% of all CpG sites in vertebrate genomes^4–6^. mCG is associated with long-term silencing processes including somatic silencing of germline genes and silencing of repetitive DNA elements, as well as X-chromosome inactivation and genomic imprinting in mammals^7–10^. mCG is deposited by de novo DNA methyltransferases 3 A/B (DNMT3A/B) and maintained following DNA replication by DNA methyltransferase 1 (DNMT1)^11–13^. DNA demethylation can occur passively via replication-coupled dilution^14,15^, or actively via methylcytosine dioxygenase Ten-Eleven Translocation (TET) enzymes^16^.

Mammalian development is characterized by two waves of global mCG erasure occurring in the preimplantation embryo and in the developing germline, followed by re-establishment of cell-type specific mCG^17–24^. However, it appears that such mCG remodeling processes are not evolutionarily conserved. For example, the zebrafish genome does not undergo global DNA demethylation^10,25–27^. Instead, the maternal methylome is remodeled to match the hypermethylated paternal genome prior to the onset of zygotic genome activation (ZGA)^28^. Thus, mCG patterns in the early embryo closely resemble those of sperm. Moreover, we have recently identified maternal-to-paternal DNA methylome remodeling in medaka embryos, revealing evolutionary conservation of developmental epigenome dynamics in distantly related teleost species^29^.

Unlike hypermethylated vertebrate genomes, genomes of non-vertebrate lineages typically display mosaic mCG patterns, characterized by regions of heavily methylated DNA interspersed with fully unmethylated domains^3,30,31^. To date, it remains elusive how and why vertebrate genomes transitioned to hypermethylation as a default state. The sea lamprey *Petromyzon marinus* is an extant jawless fish that can serve as a valuable model organism for understanding mCG evolution in metazoans. Lampreys are, together with hagfish, the sister group of jawed vertebrates (sharks to mammals), and the only living representatives of jawless vertebrates. Global mCG has been profiled in lamprey heart, brain, muscle and sperm, and was found to be highly heterogeneous at the majority of CpG sites, described as an intermediate between mosaic invertebrate mCG and vertebrate hypermethylation^32,33^. In addition, the lamprey genome contains a conserved mCG toolkit, including orthologues of DNMT1, DNMT3A, DNMT3B, DNMT3L, UHRF1, and TET proteins. Notably, lampreys as well as hagfish, only share one ancestral whole-genome duplication (WGD) round with jawed vertebrates, which makes them unique in terms of this major genomic event when compared to both invertebrates and vertebrates^34–36^. Moreover, lampreys undergo a peculiar biological phenomenon termed programmed genome rearrangement (PGR), in which genomic DNA present in the germline is physically eliminated in somatic lineages during early embryogenesis, and is effectively entirely removed from the genome three days post fertilization^37–41^. Homologs of genes in eliminated DNA sequences are enriched in functions related to germline development, and PGR is thought to prevent misexpression of genes with deleterious potential in somatic cells^42–44^.

Here we sought to investigate whether the mCG configuration observed in the lamprey genome is compatible with embryonic epigenome remodeling processes, and whether sequences eliminated during PGR might be characterized by distinct 5mC patterning. To that end, we produced high resolution epigenome maps of sea lamprey development, employing whole-genome bisulfite sequencing (WGBS), biochemical identification of non-methylated DNA (BioCAP)^45^ and Nanopore sequencing^46^ of germline, embryonic, and adult somatic tissues. Our results demonstrate that lampreys undergo large-scale maternal-to-paternal mCG remodeling. Unlike teleosts, however, where 5mC dynamics are localized to a relatively small number of defined loci, we discover developmental 5mC reprogramming occurring over partially methylated domains (PMDs) covering 29% of the entire genome, as well as at discrete gene regulatory elements (2% of the genome). Furthermore, we show that prior to the onset of PGR, regions eliminated during early embryogenesis are pre-targeted by DNA methylation in sperm. Our results shed new light on mCG dynamics in early vertebrate lineages and provide important insights into the origins and evolution of vertebrate mCG reprogramming.

## Results

### Disordered DNA methylation levels in lamprey tissues

To investigate the extent of mCG reprogramming in the lamprey genome, we first questioned whether there are any observable mCG changes between diverse embryonic and adult lamprey tissues. We performed WGBS on seven lamprey samples comprising germline (sperm and egg), early embryonic (day 1 and day 2) and adult somatic tissues (brain, muscle, and peripheral blood mononuclear cells—PBMCs) in biological replicates (Supplementary Fig. S1A, B, Supplementary Table S1). The embryonic stages correspond to 64 cell (day 1) and pre-ZGA blastula (day 2), with ZGA occurring ~2.5–3 days post fertilization^41^. Initial analysis of the generated data revealed that all lamprey tissues display genomic mCG levels at an average of ~29–40% at the majority of CpG dyads, in clear contrast to the methylomes of both divergent and closely related vertebrate and invertebrate species, in which most CpG sites display high or low mCG (Fig. 1A–C, Supplementary Fig. S1C)^3,30^. These results are suggestive of considerable variation in mCG at the cellular level and are in close agreement with previously described adult lamprey datasets^32,33^. As other vertebrates, lamprey exhibits depleted (<1%) mCG in the mitochondrial genome (Fig. 1B) and reduced non-CpG (CpH) genomic 5mC (Fig. 1D). The exception to these trends is notable mCA enrichment (2.3%) in the brain, which was previously described as a deeply conserved epigenetic feature of the vertebrate neural system^33,47^. Altogether, the lamprey genome displays an intermediate DNA methylome state, in line with its phylogenetic position.

**Fig. 1:**
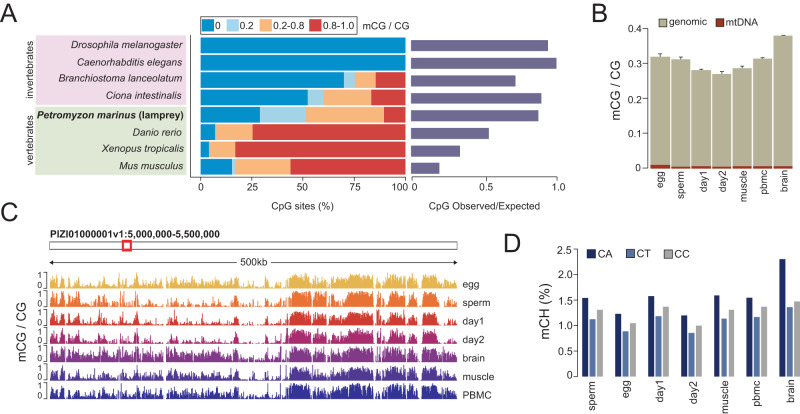
Global DNA methylation levels in seven lamprey tissues. **A** Per CpG DNA methylation levels (mCG) and CpG observed/expected content for eight metazoan genomes. Global mCG levels obtained from publicly available WGBS datasets^6,107,108^. **B** Genomic and mitochondrial mean mCG levels (*n* = 2 biological replicates). Error bars represent standard error of the mean (SEM). **C** Browser track depicting mCG profiles. mCG values represented in this figure correspond to merged WGBS replicates. **D** Total genomic mCH levels (%).

### Embryonic reprogramming of partially methylated domains

To better understand the origin and extent of intermediate DNA methylation in the sea lamprey genome, we partitioned the WGBS datasets into genomic blocks displaying highly disordered mCG levels (partially methylated domains, PMDs), and genomic regions located outside PMDs (non-PMDs) (Fig. 2A, Supplementary Data S1–14)^4,48^. We further divided the non-PMD regions of the genome into (i) unmethylated regions (UMRs) (ii) lowly methylated regions (LMRs), and (iii) hypermethylated regions (hyperMRs) (Supplementary Fig. S2A, B, Supplementary Data S8-14). It is worth pointing out that while PMDs in heavily methylated (>80% mCG) mammalian genomes typically display reduced 5mC levels compared to the global mean^4^, PMDs in lamprey had heterogenous, but increased 5mC compared to non-PMD regions that generally showed low levels of 5mC (Fig. 2A), with the exception of hyperMRs (Supplementary Fig. S2B).To interpret similarities between PMDs in each sample, we compared the genomic locations of PMDs between tissues and found an increased association between PMDs in; (i) sperm, day 1 and day 2 methylomes, and in; (ii) egg, brain, muscle and PBMC methylomes (Fig. 2B). Overall, we found that 65% of the genome is classified as PMD in sperm, day 1 and day 2 tissues, in comparison to egg, brain, muscle and PBMC, where PMDs covered 46% of the genome (Supplementary Fig. S2A). We next quantified the percentage of the genome that transitions from PMD to non-PMD states and vice versa and found that on average 29% of the genome displays an altered PMD state in egg/sperm, egg/day 1 and egg/day 2 pairwise comparisons (Fig. 2C). Most of these transitions were characterized by PMD gain on the maternal genomic contribution prior to ZGA, to match the paternal methylome pattern (Fig. 2D, E). Specifically, 25% of the genome displayed PMD gain (UMR to PMD – 16%, hyperMR to PMD – 7%, and LMR to PMD – 2%), on the maternal genome, whereas 4% of the genome was characterized by maternal PMD to UMR transition (Fig. 2E).

**Fig. 2:**
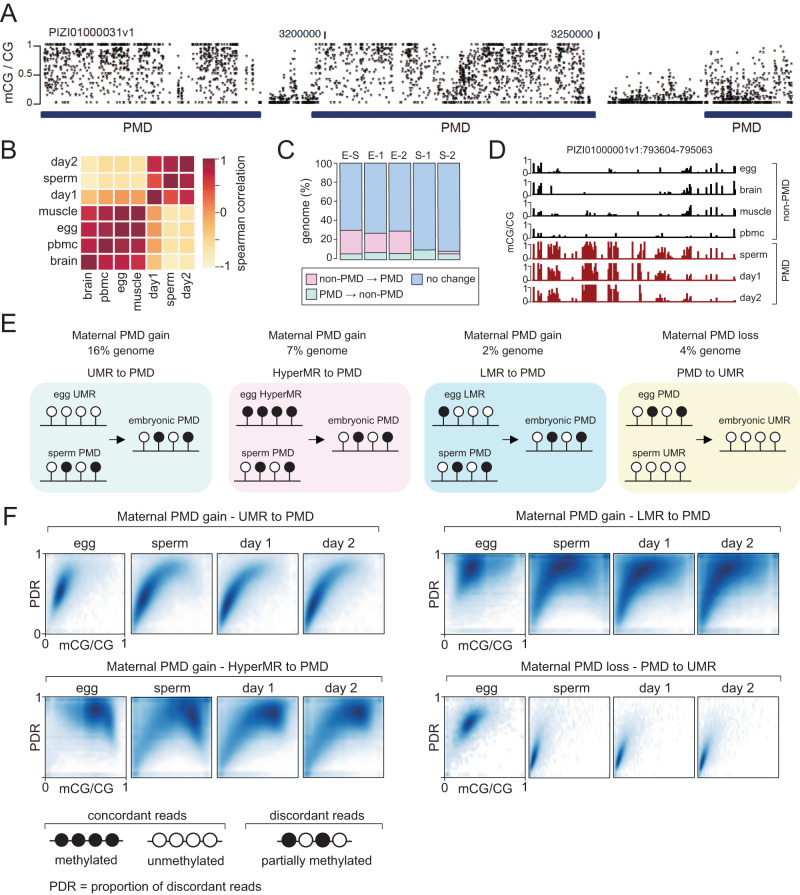
Characterization of partially methylated domains in the lamprey genome. **A** Browser track depicting per CpG mCG levels for PMDs (PMD partially methylated domain, dark blue) on scaffold PIZI01000031v1. All lamprey mCG values in this figure are from merged WGBS replicates. **B** Cluster heatmap of Spearman correlation of genomic PMD overlap. **C** Percentage of genome impacted by changes in PMD state in pairwise comparisons of samples (E egg, S sperm, 1 day 1, 2 day 2). **D** Browser track depicting mCG profiles of reprogrammed PMDs. **E** Schematic depicting major PMD reprogramming dynamics and the percentage of the genome associated with reprogramming events. UMR - unmethylated region, LMR - lowly methylated region, HyperMR- hypermethylated region. **F** Proportion of discordant reads (PDR) and mCG levels at reprogrammed PMDs. PDR and mCG levels are calculated from merged WGBS replicates for each tissue.

As the regions undergoing reprogramming are partially methylated in either egg or sperm, we next took advantage of our single-molecule resolution data to study how this 5mC heterogeneity is generated at the individual read level, with the aim of resolving how partial 5mC states are established and lost during early pre-ZGA embryogenesis. To achieve this, we calculated the proportion of discordant reads (PDR – proportion of reads containing both methylated and unmethylated CpG sites)^49–51^ within PMDs and plotted these values against PMD mCG levels (Fig. 2F). The maternal PMD gain (UMR to PMD) transition was characterized by an increase in both mCG levels and PDR, in line with unmethylated DNA gaining partial methylation, whereas the LMR and hyperMR to PMD groups displayed a broader range of mCG levels and decreased PDR in sperm, day 1 and day 2 samples (Fig. 2F). The second group, comprising PMDs present in egg, exhibited higher read discordancy and higher mCG levels in egg samples when compared to sperm and embryonic tissues, where these regions are classified as UMRs, and read discordancy and mCG levels were notably lower (Fig. 2F). Based on these results we conclude that maternal-to-paternal PMD reprogramming can involve either an increase (UMR to PMD, LMR to PMD) or a decrease (hyperMR to PMD) in mCG levels, whereas maternal PMD loss (PMD to UMR) is always associated with mCG loss. Moreover, our PDR analyses demonstrate that lamprey PMDs consist of a blend of discordant (partially methylated) and concordant (fully methylated or unmethylated) DNA molecules. Finally, we also observed minor PMD transitions between sperm/day 1 and sperm/day 2; however, those represented a relatively lower proportion of the entire genome and were generally shorter than PMDs differentially identified between egg and sperm (Fig. 2C, Supplementary Fig. S2C). Overall, distinct genomic features such as UMRs, hyperMRs and LMRs are reprogrammed to PMDs on the maternal genomic contribution, prior to ZGA, with a smaller fraction of UMRs displaying PMD loss (Fig. 2F). These changes affect at least 29% of the genome, indicative of a major DNA methylome reconfiguration event.

### Differential DNA methylation at gene regulatory regions

Following observations that the lamprey epigenome could be partitioned into two major groups according to global tissue mCG patterning, we next wanted to explore whether similar distinctions could be observed at discrete regulatory regions. We focused this analysis on CpG islands (CGIs), also called non-methylated islands (NMIs), which are hypomethylated DNA sequences coinciding with vertebrate gene regulatory elements^52–55^. We experimentally identified NMIs in six lamprey tissues (Supplementary Table S2) (sperm, day 1, day 2, brain, muscle, PBMCs) using BioCAP, a biochemical method based on protein affinity pulldown of unmethylated CpG-rich DNA^45^. 

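In BioCAP, the CxxC zinc-finger domain of human KDM2B, which binds CpG sites when they are unmethylated, is used to pull down fragments of sonicated genomic DNA. BioCAP libraries were sequenced for 2 replicates each of sperm, day 1 embryos, day 2 embryos, brain, muscle and PBMCs (peripheral blood mononuclear cells), 12 libraries in all. Supplementary Table S2 also lists 5 input libraries, for every tissue except PBMCs, which were not used here. The authors trimmed the reads, aligned them to the petMar3 assembly, removed duplicates and called peaks with macs2 separately in each library. The deposited peak lists, with the position, fold enrichment and q-value of each peak, are the starting point here, and each peak is one NMI. A region without an NMI is therefore one in which the signal did not pass the threshold of the peak caller, and the read density of Fig. 3A was not analysed here. The number of NMIs in each of the 12 lists equals the number of peaks in Supplementary Table S2.

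Sperm libraries held 132738 ± 12101 NMIs (SD, n = 2), day 1 libraries 118570 ± 1896 and day 2 libraries 90003 ± 33.9. Brain libraries held 136296.5 ± 7954 NMIs, muscle libraries 140986 ± 492 and PBMC libraries 116246 ± 1129 (SD, n = 2 for each tissue). NMIs covered 84.3 ± 2.77 Mb in sperm, 63.8 ± 0.808 Mb in day 1, 47.8 ± 0.856 Mb in day 2, 102 ± 10.6 Mb in brain, 79.0 ± 1.57 Mb in muscle and 70.0 ± 5.71 Mb in PBMCs. Depth was taken from Supplementary Table S2 as the number of read pairs multiplied by the percentage listed as unique, for which the table does not state how it was counted. It was 40.1 M and 51.2 M read pairs in the sperm replicates, 11.5 M and 7.37 M in day 1, and 5.16 M and 7.00 M in day 2. It was 40.3 M and 112 M in brain, 70.1 M and 157 M in muscle, and 54.5 M and 52.2 M in PBMCs. The shallowest libraries were therefore those of the embryos. The muscle replicates held 140638 and 141334 NMIs, and the brain replicates 130672 and 141921, in the same order. The q-value of a peak depends on depth as well as on enrichment. The Jaccard indices, PCA and the numbers of core, merged and group NMIs were therefore also computed with equally long lists, made of the 89979 NMIs with the largest -log10 q in each library, as many as the shortest list holds.

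**Figure D1:**
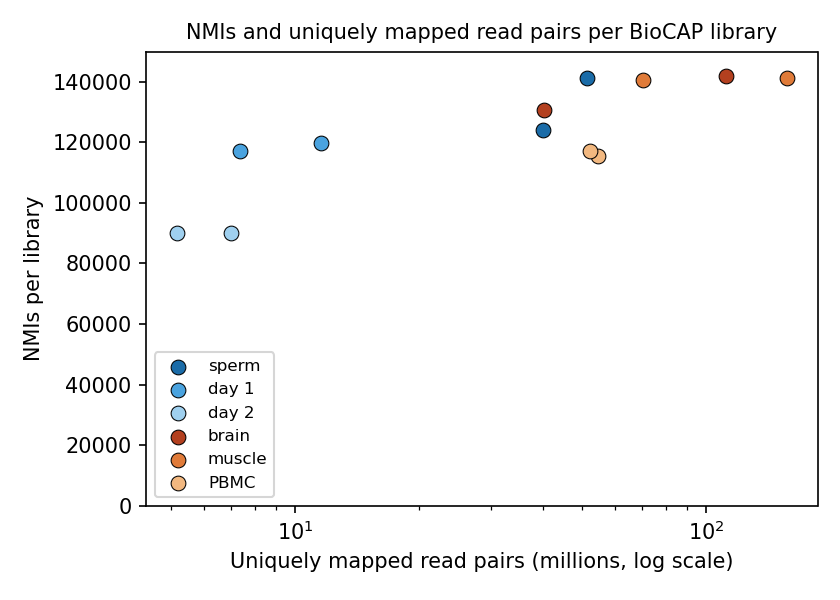
Number of NMIs in each of the 12 BioCAP libraries (vertical axis) against its uniquely mapped read pairs in M (horizontal axis, log scale), with 2 points per tissue for the 2 replicates. The 4 embryonic libraries lie between 5.16 M and 11.5 M read pairs, and all other libraries lie at 40.1 M or more.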

As with the DNA methylome, we found that the NMI signal clustered into two major groups when compared between tissues: (i) sperm, day 1, day 2, and (ii) brain, muscle, PBMC (Fig. 3A). This association was confirmed by Principal Component Analysis (PCA), (Supplementary Fig. S3A) and by k-means clustering of mCG levels at NMIs merged from all examined tissues (Fig. 3B, Supplementary Fig. S3B). 

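The overlap of NMIs between libraries was measured as the Jaccard index, the number of bases covered in both lists divided by the number covered in either. Between the replicates of a tissue it was 0.693 for day 1, 0.696 for day 2, 0.771 for brain, 0.809 for PBMC, 0.839 for sperm and 0.867 for muscle. The index of a pair of tissues was the mean over their 4 pairs of libraries. It was 0.607 ± 0.0441 (SD, n = 6 pairs of tissues) within the groups sperm/day 1/day 2 and brain/muscle/PBMC, and 0.510 ± 0.0589 (SD, n = 9 pairs) between the groups. The difference of 0.0969 was larger than that of any other split of the 6 tissues into 3 and 3, of which the highest was 0.0160. In a one-sided exact permutation test over the 10 splits this gives p = 0.1, the smallest p that the design allows. The groups were taken from the paper's clustering of these same libraries, so the test is not independent of the grouping. Among the alternatives set before the data were examined, the difference moved most, to 0.121, when NMIs rather than bases were counted.

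Not every pair within a group exceeded every pair between the groups. Sperm and day 2 had an index of 0.535, with library pairs from 0.517 to 0.553, and brain and PBMC had 0.582, with library pairs from 0.524 to 0.632. Sperm and muscle, of different groups, had 0.596, with library pairs from 0.584 to 0.605. With equally long lists, sperm and day 2 had 0.604 (0.599 to 0.610) and sperm and muscle 0.580 (0.565 to 0.590). Brain and muscle then had 0.580 (0.550 to 0.611) and brain and PBMC 0.584 (0.532 to 0.628), so that these pairs were not separated from sperm and muscle. With the lists as deposited, the short day 2 list lay mostly inside the others. Of the NMIs common to both day 2 replicates, 97.9% overlapped an NMI of sperm, 94.7% of day 1, 92.4% of muscle, 91.9% of brain and 83.4% of PBMC. In the opposite direction, 58.1% of sperm NMIs and 51.1% of brain NMIs overlapped an NMI of day 2. Average-linkage clustering of the 12 libraries on 1 minus the Jaccard index, a step chosen after the data were seen, separated the 6 libraries of sperm/day 1/day 2 from the 6 libraries of brain/muscle/PBMC with the lists as deposited and with equally long lists. From the correlation of read density at NMIs in Fig. 3A, the paper states that the NMI signal, like the DNA methylome, falls into these groups.

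**Figure D2:**
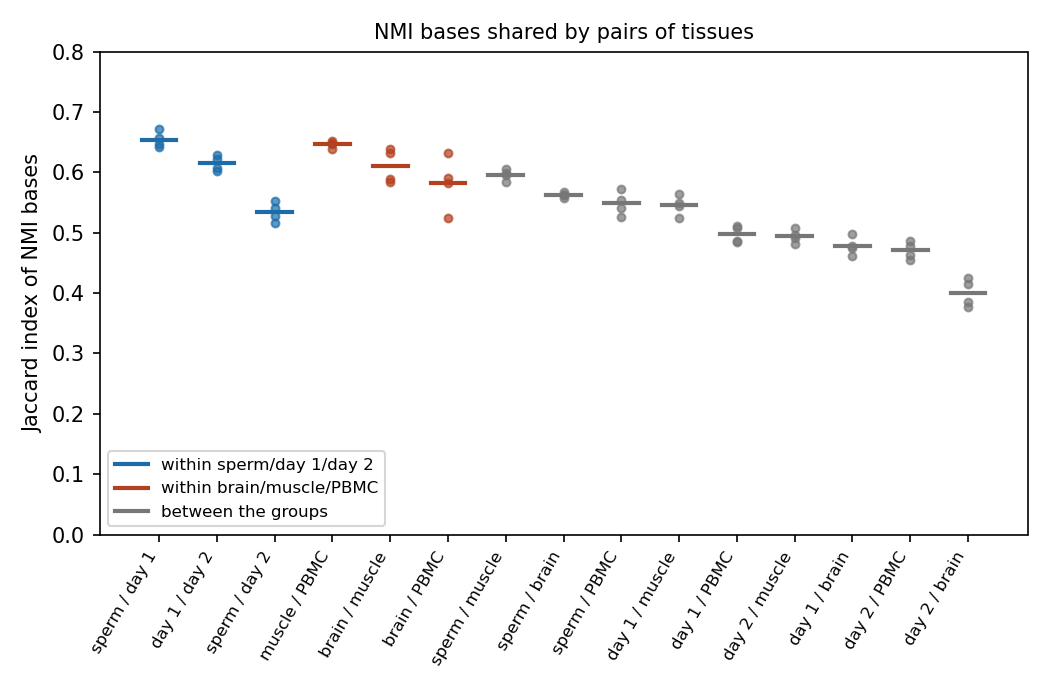
Jaccard index of NMI bases (vertical axis) for the 15 pairs of tissues. Points are the 4 pairs of libraries of each pair of tissues and horizontal bars are their mean; pairs between the groups range from 0.401 (day 2 and brain) to 0.596 (sperm and muscle).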

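PCA was applied to the presence or absence of an NMI in each library, at the 183431 NMIs obtained by merging the 12 lists. This measure was chosen after the data were seen and differs from the read density of Supplementary Fig. S3A. The first component explained 33.7% of the variance. The 6 libraries of sperm, day 1 and day 2 had values from 76.4 to 95.2 on it, and the 6 libraries of brain, muscle and PBMC had values from -98.1 to -72.0. The second component, with 16.9% of the variance, placed the day 2 libraries (-76.3 and -75.8) and the PBMC libraries (-88.5 and -79.7) apart from the others, which lay between 5.53 and 97.4. With equally long lists, the first component explained 37.1% of the variance, with values from 68.1 to 86.0 and from -89.4 to -58.1 in the respective groups. The second component (14.3%) then placed day 2 at -1.78 and -2.13 and separated muscle (-90.3 and -91.4) from PBMC (67.4 and 74.5). The k-means clustering of mCG levels was not analysed here.

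**Figure D3:**
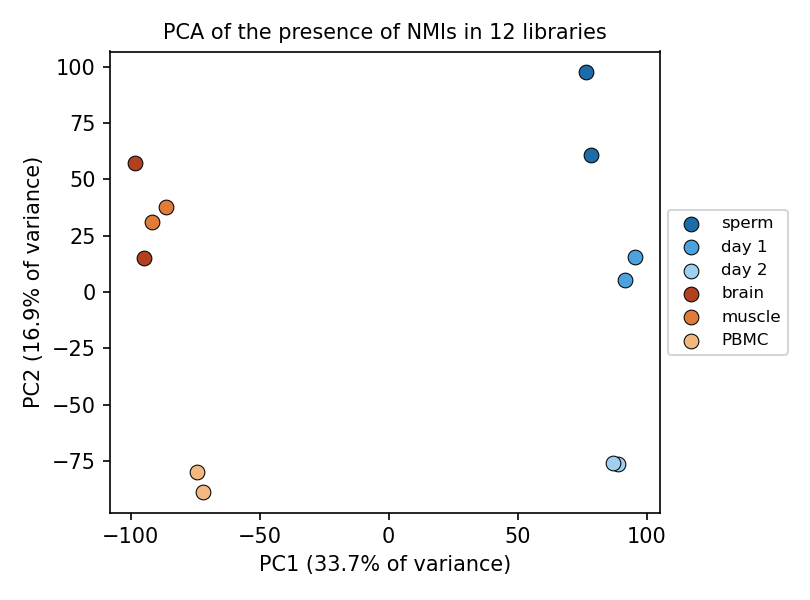
First (horizontal axis) and second (vertical axis) principal components of the presence of NMIs, one point per library in arbitrary units. The libraries of sperm, day 1 and day 2 lie at 76.4 or above on the first component and those of brain, muscle and PBMC at -72.0 or below.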

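NMIs common to both replicates of each tissue were intersected over the 6 tissues, with a minimum overlap of 1 bp, and each contiguous stretch present in all tissues was counted as a core NMI. This gave 62680 core NMIs, which covered 27.9 Mb with a median width of 369 bp. With each library left out in turn, between 62701 and 66482 core NMIs were found. The number moved most when only NMIs with a -log10 q of 10 or more were kept, which left 36096. When NMIs of all tissues were merged into 166793 NMIs, 54406 of them (32.6%) overlapped an NMI of all 6 tissues and 32822 (19.7%) an NMI of a single tissue. Merged NMIs of all 6 tissues had a median width of 904 bp and those of 1 tissue a median width of 285 bp. Merging joins the stretches of all tissues, so NMIs found in more tissues can be wider by construction. The single-tissue NMIs, which were counted only with the lists of unequal length, were found in brain (9601), muscle (9111), sperm (8881), PBMC (3312), day 1 (1819) and day 2 (98).

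The 3 longest merged NMIs that overlap a core NMI carried an NMI in all 12 libraries. The longest lay on scaffold PIZI01000019v1 of petMar3 from 6632335 to 6648251 (15917 bp). It was called as 1 NMI in each brain replicate and as 10 separate NMIs in each day 2 replicate, and the highest fold enrichment per library, as given by the authors, ranged from 10.2 to 52.1. The next lay on PIZI01000015v1 from 3912085 to 3922116 (10032 bp) and on PIZI01000009v1 from 14345141 to 14355165 (10025 bp). Their annotation was not analysed here.

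**Figure D4:**
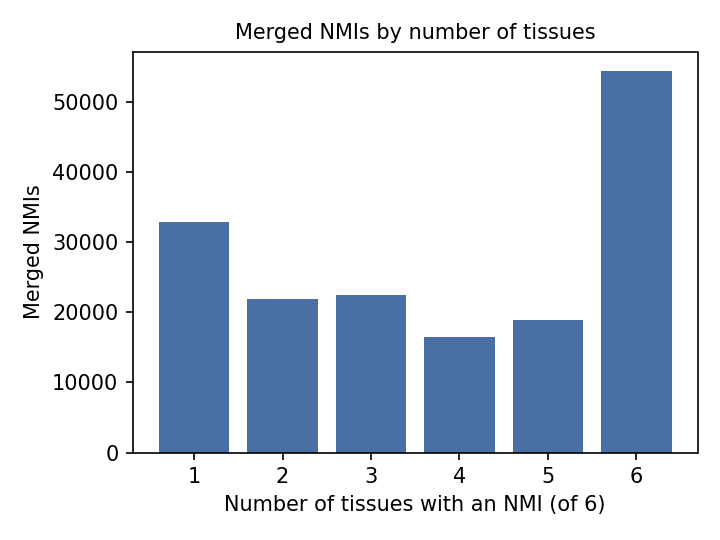
Number of merged NMIs (vertical axis) by the number of tissues, out of 6, in which an NMI common to both replicates overlaps them (horizontal axis). The class found in all 6 tissues is the largest, with 54406 NMIs, and the class found in 4 tissues the smallest, with 16468.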

We next identified a core set of NMIs present in all tissues (*n* = 62,332) (Fig. 3C, D, Supplementary Data S15), which are distinct from adult tissue-specific, or embryonic NMIs. We found DNA hypomethylation, increased CpG density and GC content, and association with accessible chromatin profiled in dorsal neural tube and whole heads^56^, at core NMIs, thus confirming that the chromatin and sequence features of lamprey NMIs resemble canonical vertebrate CGIs (Fig. 3C, Supplementary Fig. S3C–E). We next performed motif calling on core NMIs and found enrichment for transcription factor binding sites associated with ubiquitously active CGI-like promoters in both vertebrate^57,58^ and invertebrate^59^ genomes, including the methyl-sensitive transcription factor E2F, the enhancer box (E-box) regulatory motif and the transcription factor nuclear respiratory factor (NRF) (Fig. 3E). Furthermore, we found that NMIs were associated with ~20–25% of all transcription start sites (TSS), underscoring their potential for gene regulatory function^53^ (Fig. 3F, Supplementary Fig. S3F). Finally, we found a greater enrichment of brain/muscle/PBMC NMIs (*n* = 24,381) in genic regions compared to core NMIs and sperm/day 1/day 2 NMIs (*n* = 9,895), suggestive of differential mCG usage at NMIs in developmental and tissue-specific gene regulatory processes (Fig. 3G).

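The study tested read counts for differential enrichment, which needs the reads. Here, a merged NMI was assigned to a group when it overlapped an NMI common to both replicates in all 3 tissues of that group and in none of the 3 tissues of the other. By this rule, 11188 brain/muscle/PBMC NMIs (7.18 Mb, median width 527 bp) and 2477 sperm/day 1/day 2 NMIs (1.41 Mb, median width 488 bp) were found. With each library left out in turn, the former ranged from 10003 to 11854 and the latter from 2004 to 3329. Both counts moved most when presence in 2 of the 3 tissues was enough, to 22600 and 7358. With equally long lists they were 6679 and 4747, so that the ratio of brain/muscle/PBMC to sperm/day 1/day 2 NMIs was 1.41, compared with 4.52 for the lists as deposited. Among the 18 other sets of 3 tissues, the highest number was 2432, for sperm, brain and muscle, close to the 2477 of sperm/day 1/day 2. When only NMIs with a -log10 q of 5 or more were kept, sperm/day 1/day 2 had 1921 NMIs, fewer than the 3199 of sperm, brain and muscle. At a -log10 q of 10 or more, sperm/day 1/day 2 had 1169 NMIs and 3 other sets had at least as many. The highest of these was 3779, for sperm, brain and muscle. With equally long lists the highest other set had 683 NMIs. No p-value is given for these counts, as 6 tissues allow only 10 splits into 3 and 3.

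The longest sperm/day 1/day 2 NMI lay on scaffold PIZI01007837v1 from 400 to 5192 (4793 bp), a scaffold with no NMI in any brain, muscle or PBMC library. It was followed by NMIs on PIZI01000050v1 from 5676342 to 5679416 (3075 bp) and on PIZI01000001v1 from 12655591 to 12658174 (2584 bp). The last of these also overlapped an NMI in brain replicate 2, which replicate 1 lacked. The longest brain/muscle/PBMC NMIs lay on PIZI01000001v1 from 20826391 to 20833540 (7150 bp), on PIZI01000057v1 from 2325060 to 2330181 (5122 bp) and on PIZI01000063v1 from 759118 to 763431 (4314 bp). All 3 had an NMI in each of the 6 brain, muscle and PBMC libraries and in none of the other 6. The positions of NMIs relative to genes were not analysed here.

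**Figure D5:**
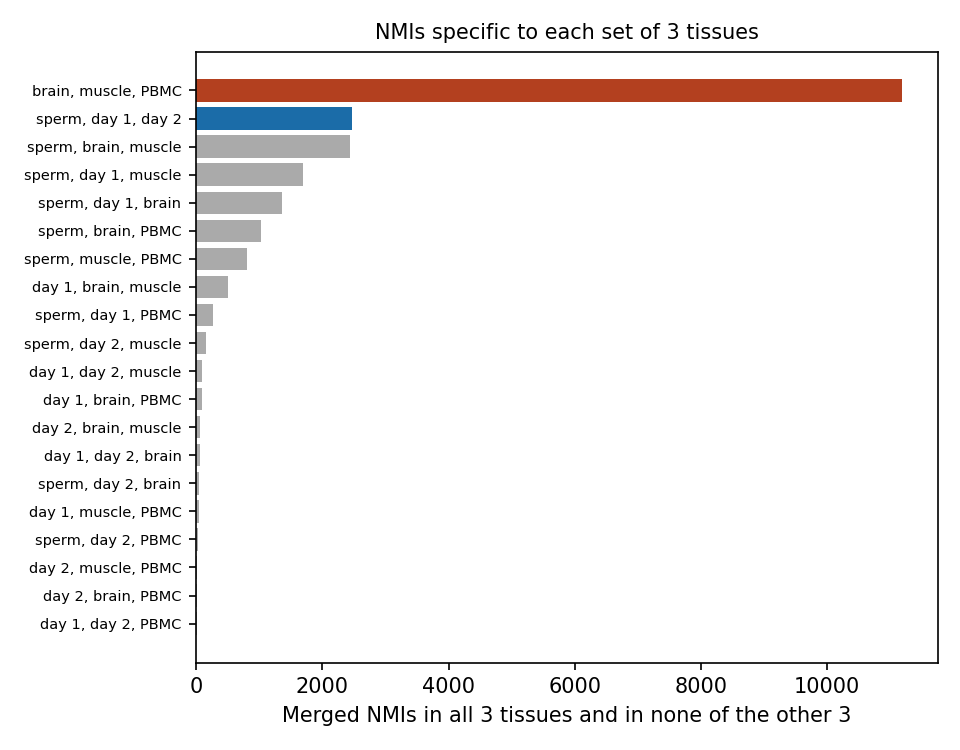
Number of merged NMIs (horizontal axis) present in all 3 tissues named on the vertical axis and in none of the other 3, for the 20 sets of 3 tissues. Brain/muscle/PBMC has 11188 NMIs, and sperm/day 1/day 2 has 2477, next to 2432 for sperm, brain and muscle.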

**Fig. 3:**
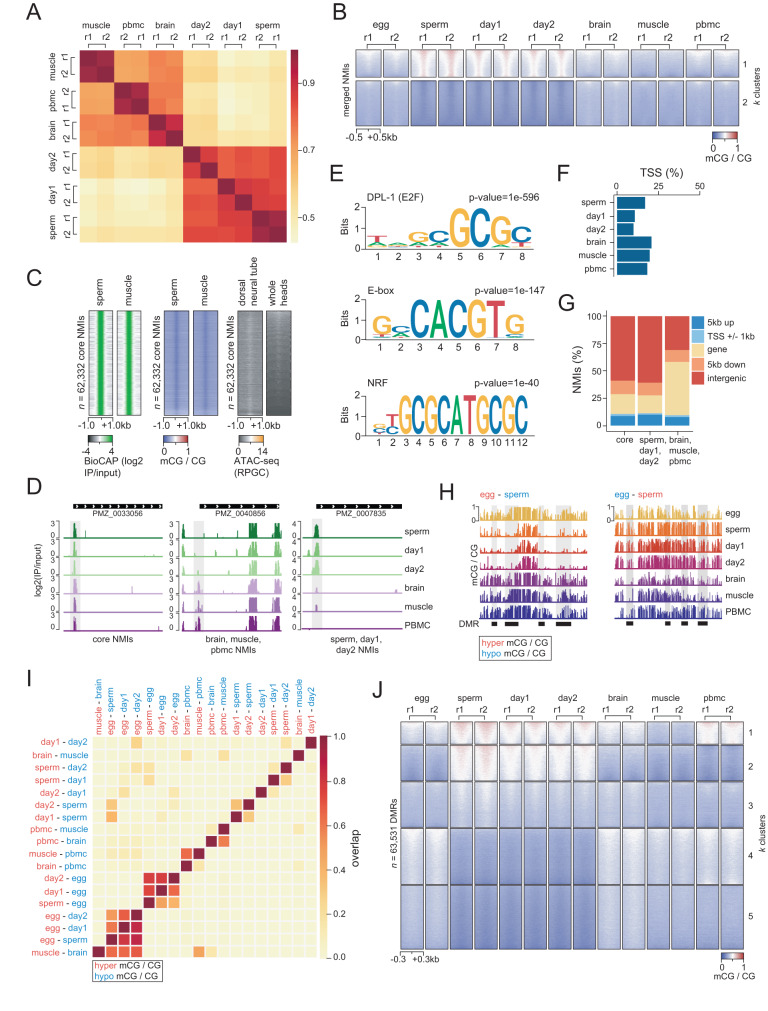
Sequence and epigenetic features of differentially methylated regions. **A** Correlation of normalized read density at NMIs. r1 = BioCAP replicate 1, r2 = BioCAP replicate 2. **B** k-means clustering of mCG signal at merged NMIs (*k* = 5, 2 clusters shown). *Y* axis boxes refer to individual clusters. r1 = WGBS replicate 1, r2 = WGBS replicate 2. **C** BioCAP, mCG and ATAC-seq signal^56^ at core NMIs (single replicate depicted for all heatmaps). **D** BioCAP signal at core and differential NMIs (highlighted in gray) overlapping transcription start sites (single replicate depicted). **E** Sequence motif enrichment at core NMIs. **F** Percentage of transcription start sites at protein-coding genes (*n* = 20,895) overlapped by NMI. **G** Percentage of differentially enriched NMIs at genomic features. **H** mCG profiles from merged WGBS replicates at DMRs (highlighted in gray). **I** Correlation of genomic DMR overlap. **J** k-means clustering (*k* = 5) of mCG signal at all DMRs. *Y* axis boxes refer to individual clusters. r1 = WGBS replicate 1, r2 = WGBS replicate 2.

To obtain a more comprehensive view of developmental mCG dynamics in the lamprey, we performed pairwise comparisons of tissue- and stage-specific 5mC by identifying differentially methylated regions (DMRs) (ΔmCG > 0.2, *p* value < 0.05). This approach resulted in the identification of ~112,000 genomic regions displaying localized changes in methylation state (Fig. 3H, Supplementary Data S16). To determine tissue-specificity of DMRs, we assessed genomic co-localization of all pairwise DMRs (Fig. 3I). Overall, we found the greatest number of overlaps between egg/sperm, egg/day 1 and egg/day 2 DMRs, suggestive of maternal-to-paternal DMR reprogramming, as previously described in zebrafish and medaka^10,26–29^. Next, we merged all DMRs into a single dataset and performed clustering of mCG levels (Fig. 3J). mCG levels at DMRs grouped into two major tissue categories: (i) sperm, day 1 and day 2; and (ii) egg, brain, muscle and PBMC, in line with previous analyses. Notably these two major DMR groups were characterized by distinct features, including differences in mCG levels, genomic localization, CpG density distribution, PMD content, and BioCAP signal (Supplementary Fig. S4A–F), indicative of different biological functions (see discussion). Altogether, we identified that DMRs and differentially enriched NMIs represent 4% of the entire genome. While mCG patterns at these sequences recapitulate PMD dynamics, we found that 2% of the genome contains DMRs and differentially enriched NMIs located outside reprogrammed PMDs (Supplementary Fig. S4E). Finally, we wanted to assess whether DMRs and differentially enriched NMIs overlapping regulatory elements were linked to expression changes at corresponding genes. As 5mC-mediated CGI silencing is most commonly characterized by gain of somatic mCG at gene promoters^10^, we focused our analysis on promoters of protein-coding genes overlapping an NMI (*n* = 5188 genes), and assessed the correlation between NMI 5mC levels and transcription for an adult somatic tissue (brain) (Supplementary Fig. S4G)^60^. Overall, in line with canonical 5mC function, we identified a weak negative correlation between 5mC and transcription (*r* = −0.23). To study the dynamics of 5mC-mediated gene silencing during development, we next identified promoters of protein-coding genes overlapping both i) regions hypermethylated in egg/brain/muscle/PBMC compared to sperm/day 1/day 2, and (ii) NMIs enriched in sperm/day 1/day 2 compared to brain/muscle/PBMC (*n* = 13 genes) (Supplementary Fig. S4H). We then compared the expression profiles of these genes in diverse embryonic and adult somatic tissues^60^. Again, we observed an overall negative correlation between the presence of mCG and absence of NMI signal in adult tissues, and transcriptional activity, which was most notable in adult brain, kidney, and liver tissues (Supplementary Fig. S4H). Nevertheless, it is worth pointing out that relationships between promoter mCG and transcriptional silencing are complex^55,61,62^ and that even in organisms with highly methylated genomes, like zebrafish and medaka^10,26,27,29^, such clear anti-correlation can only be observed on a small number of genes. Altogether, our results indicate discrete mCG remodeling occurring not only within, but also alongside large-scale genomic transitions in PMD state during early development, affecting at least 2% of the genome.

### DNA eliminated during PGR is hypermethylated in sperm

PGR represents a unique biological mechanism for silencing potentially deleterious gene loci^37–42^. During PGR in lamprey, DNA sequences containing several hundreds of genes are physically eliminated from the genome during early embryogenesis, effectively producing a somatic genome that is a smaller, reproducible fraction of the germline genome. PGR eliminates potential for somatic misexpression of germline-specific genes and is thus analogous to epigenetic silencing mechanisms described in vertebrates, such as somatic gene silencing of cancer testis antigens^10,63–65^. As PGR is a crucial component of proper embryonic development in lamprey, we next interrogated the epigenetic landscape of sequences eliminated during PGR. We assembled whole-genome sequencing reads from blood and sperm^42^ and called homozygous deletions in blood using CNVkit^66^, identifying a total of 1050 DNA sequences that we classified as eliminated sequences. We found that ~81% of regions identified by our analysis overlapped previously published eliminated sequences^42^ (Fig. 4A, B, Supplementary Fig. S5A). We then selected 849 regions (~9.3 Mb) overlapping both eliminated sequences identified by CNVkit and those previously published^42^ as a stringent dataset for further genome-scale analyses (Fig. 4A, B, Supplementary Fig. S5A, Supplementary Data S17). These overlapping eliminated sequences contain 277 genes, the function of which have been described elsewhere^42–44^ (Supplementary Fig. S5B, Supplementary Data S18). Also, in line with previous reports, we observed that a considerable percentage (~50%) of the eliminated fraction comprised diverse repetitive element classes, reflective of high genomic DNA repeat content (Supplementary Fig. S5C). We used whole-genome sequencing^42^ and WGBS read coverage to confirm that the presence of eliminated sequences was restricted to the germline (sperm) (Fig. 4C, Supplementary Fig. S5D). We also identified increased read density at eliminated sequences in day 1 and day 2 WGBS datasets, which is in agreement with previous findings that PGR occurs progressively during early development^37,40^. Finally, to confirm our findings using an orthogonal sequencing approach, we generated whole-genome Nanopore sequencing datasets for PBMCs and sperm in two biological replicates (Supplementary Table S3) and found increased read density at eliminated sequences in sperm, and read depletion in PBMCs (Fig. 4C, Supplementary Fig. S5E). Using our defined set of eliminated regions, we next set out to interrogate whether these genomic sequences exhibit a distinct mCG profile. Long-read sequencing is particularly useful for this analysis as eliminated sequences contain repetitive elements that may not be as well covered by short-read datasets (Supplementary Fig. S5C). Using sperm Nanopore sequencing data and sperm, day 1 and day 2 WGBS and BioCAP data, we identified DNA hypermethylation and depleted BioCAP signal at sequences eliminated during PGR (Fig. 4D, Supplementary Fig. S5F). 

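Fig. 4E shows scaffold PIZI01000304v1 of petMar3, most of which is marked there as eliminated. On this scaffold, 1 NMI was called in each sperm replicate, from 81817 to 82132 (316 bp) in replicate 1 and from 81804 to 82082 (279 bp) in replicate 2. Their fold enrichment, as given by the authors, was 1.67 and 1.72, and only 0.0322% and 0.0481% of the NMIs of the respective lists had a lower one. Their -log10 q was 16.3 and 19.7, which 19.9% and 24.6% of the NMIs of these lists did not reach. No NMI was called on the scaffold in the day 1 and day 2 libraries, whose depth was lower, or in the brain, muscle and PBMC libraries. The paper finds eliminated sequences to be missing from adult somatic tissue. For the eliminated part, the absence of NMIs in brain, muscle and PBMC therefore says nothing about methylation. Both sperm NMIs remained when a -log10 q of 10 or more was required. The values concern a single scaffold; the other eliminated sequences of Fig. 4D were not analysed here.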

We quantified mCG levels at these regions and found that the majority of CpG sites contained mCG >75%, indicating a clear exception to global heterogeneous mCG (Fig. 4E and Supplementary Fig. S5G, H). Nevertheless, we could not identify any notable sequence features that would distinguish these targeted sequences from the genomic background (Supplemental Fig. S5I), suggestive of sequence-independent mCG targeting. Although further research is necessary to clarify this, it is possible that mCG contributes to the selection or perhaps even germline protection of eliminated DNA, underscoring the significance of mCG dynamics in diverse developmental processes.

**Fig. 4:**
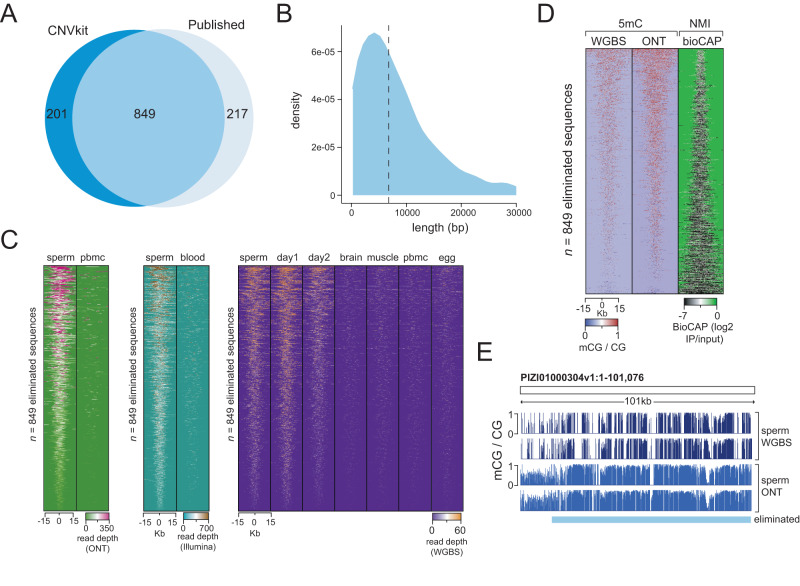
DNA methylation at eliminated sequences. **A** Overlap of eliminated sequences previously published^42^ and eliminated sequences identified using CNVkit. **B** Distribution of lengths of eliminated sequences common to CNVkit and published data. Dotted line represents mean length. **C** Per-nucleotide read depth at eliminated sequences in whole-genome short-read^42^, Oxford Nanopore Technologies (ONT), and bisulfite sequencing data (WGBS, single replicate depicted). **D** mCG, as measured by WGBS and ONT, and BioCAP signal at eliminated sequences in sperm samples (single replicate depicted). **E** Browser track depicting mCG profiles from sperm (in biological replicate) at an eliminated sequence.

## Discussion

The goal of this study was to identify and explore the dynamics and conservation of developmental 5mC reprogramming in the basal vertebrate sea lamprey. Lamprey represents an important model organism for studies of developmental 5mC function as it displays a distinctive, highly heterogeneous DNA methylome and undergoes genome-wide structural rearrangement during early embryogenesis^32,37–42^. Our study establishes for the first time that ~30% of the lamprey genome undergoes extensive developmental mCG reprogramming. We demonstrate that mCG patterns in the early embryo closely resemble sperm, thereby reflecting a maternal-to-paternal epigenome transition event upon fertilization. Lamprey exhibits developmental mCG dynamics similar to zebrafish and medaka, thus providing valuable insights into the evolutionary origins of vertebrate mCG reprogramming^10,25–27,29^ (Fig. 5). Given this similarity in early developmental epigenome dynamics to teleost fish, it will be of interest to investigate to what extent mCG contributes to the development of body plans^67^ and phenotypic plasticity^68,69^ in the agnathan lineage.

**Fig. 5:**
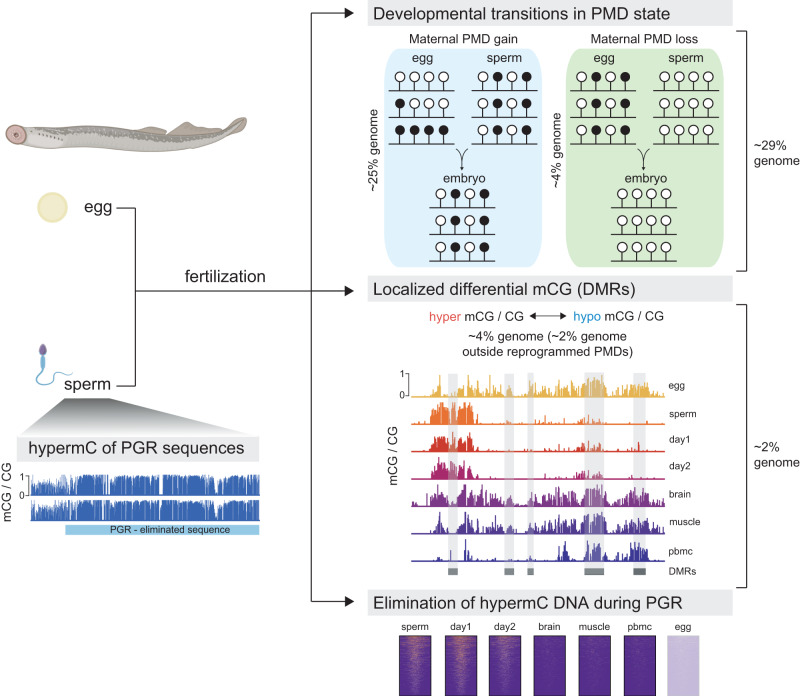
Overview of developmental 5mC reprogramming in the sea lamprey. Early embryogenesis in the sea lamprey is characterized by maternal-to-paternal mCG reprogramming that affects up to 31% of the embryonic genome. These epigenetic remodeling events occur both on a large-scale (PMDs, 29%) and at discrete gene regulatory elements (DMRs, NMIs – 2% of the genome, outside of PMDs). Reprogramming of PMD states is predominantly characterized by transitions from UMRs to PMDs and vice versa. Sequences that are eliminated during PGR in the early embryo are pre-targeted by DNA methylation in sperm. More research is needed to unequivocally determine whether the eliminated sequences are present or absent in the adult female germline. Created with BioRender.com.

Evolutionary studies of developmental 5mC dynamics will be useful in clarifying why vertebrate genomes shifted to hypermethylation as a default state during the invertebrate-to-vertebrate transition^70,71^. One plausible hypothesis is that genomic hypermethylation was developed as a mechanism to fine tune the increase in regulatory complexity arising from WGD events in vertebrate lineages^7–10,72^. It is currently thought that the sea lamprey genome underwent only a single duplication event, while gnathostome (jawed vertebrate) genomes are shaped by two rounds of WGD^34–36^. It is therefore possible that major epigenetic reprogramming observed during lamprey development is an ancient mechanism developed to balance genomic hypermethylation, which could be linked to vertebrate genome expansion. While our results suggest that maternal-to-paternal epigenome reprogramming is likely conserved in anamniotes, we observed notable differences between lamprey and previously profiled teleost species in the extent of these processes. In zebrafish, much of developmental 5mC reprogramming is limited to discrete gene regulatory elements, such as promoter CGIs^10,26,27^. In the lamprey however, while we identify changes to 5mC levels at putative regulatory elements, we also describe vast changes in genomic 5mC content between egg and sperm, with the sperm methylome being inherited in the early embryo. Approximately 29% of the lamprey genome transitions in PMD state post fertilization (Fig. 5), representing a large-scale developmental 5mC remodeling event in comparison to other anamniotes profiled to date. Moreover, we observed that maternal-to-paternal reprogramming of PMD states involves both developmental gain and loss of PMDs on the maternal allele, even though developmental PMD gain before the ZGA onset was the predominant transition, affecting ~25% of the genome.

It remains elusive exactly how mCG remodeling is achieved in lamprey. Based on mCG reprogramming dynamics identified in our study, it is not unlikely that lamprey utilize placeholder nucleosomes enriched in H2A.Z and H3K4me1 in a similar manner to zebrafish^28^. These placeholder nucleosomes are specific to the paternal germline in zebrafish and establish pre-ZGA chromatin in the early embryo. In zebrafish, placeholder nucleosomes are found at hypomethylated regulatory regions associated with developmental and housekeeping genes, where they deter DNMT activity while maintaining a transcriptionally quiescent state during cleavage stages^28^. Thus, it is plausible that NMIs and hypomethylated DMRs in sperm and embryonic tissues, represent sequences associated with a similar chromatin configuration in lamprey, which consequently display reduced mCG levels compared to tissues where such nucleosome positioning may not be present. In terms of DMRs that we find hypermethylated in lamprey sperm and embryonic tissues, a recent zebrafish study identified that DNA hypermethylation of CpG-rich enhancers in sperm and pre-ZGA embryos safeguards embryonic programs by preventing premature activation of transcriptional programs associated with adult tissues^67^. Depletion of *dnmt1* resulted in severe developmental defects and embryonic lethality that was linked to ectopic activation of these enhancers, emphasizing that inheritance and maintenance of paternal-like 5mC states plays a critical role in regulating developmental programs. It is important to note that in zebrafish, establishment of the embryonic epigenome is not dependent on the paternal genome; even in parthenogenetic embryos (maternal haploids that lack sperm DNA), a sperm-like chromatin configuration is still observed^27,28,67^. This suggests that in zebrafish, and probably also lamprey, the embryonic methylome is already established in transcriptionally quiescent sperm, potentially to ease the establishment of totipotency by only reprogramming one parental allele. In addition, H3K27me3 is a repressive chromatin modification deposited by Polycomb-group proteins, and is widely recognized to mediate silencing of developmental genes^73,74^. Some murine homologs of genes eliminated during PGR were found to be targets of Polycomb repressive complexes in mouse embryonic stem cells^42^. It will therefore be of particular importance to understand the genomic distribution and concentration of H3K27me3-marked regions in lamprey compared to vertebrate species that do not undergo PGR.

Our quantitative, base-resolution results of mCG targeting demonstrate that genomic regions eliminated during PGR are hypermethylated in sperm. This indicates that prior to fertilization and the onset of PGR, eliminated sequences are already epigenetically modified in the germline, which may facilitate accurate targeting and removal during PGR. Previous experiments performed using immunofluorescence assays suggested that mCG modification of targeted sequences could occur following their elimination and packaging into micronuclei^40^. It is important to note that the regions used in this study do not represent all sequences eliminated during PGR, due to technical challenges associated with the abundance of highly repetitive sequences in eliminated DNA. PGR is not a lamprey-specific biological phenomenon; it has been described in several protozoan, invertebrate and vertebrate species, albeit with differences in timing and molecular mechanisms^75,76^. A common theme in PGR across diverse species is that eliminated sequences are associated with heterochromatin, such as in zebra finch^77^, the ciliated protozoan *Tetrahymena*^78,79^, and in sciarid flies^80,81^. Currently, genomic and epigenetic studies of PGR in lamprey have mostly been limited to analyses of the male germline. However, in some species, such as the zebra finch, the germline-restricted chromosome, which is found in both the male and the female germline, is eliminated from mature sperm^82,83^. In our study, we found that WGBS read coverage at eliminated sequences in the egg was comparable to that of somatic tissues, suggestive of some degree of DNA elimination. Previously, RNA-seq analyses of male and female lamprey gonad development have shown that eliminated genes are 36X more likely to be expressed in testes than in ovaries and that strikingly, ~70% of those genes were not expressed in differentiated ovarian samples^43^. This indeed suggests that the complement of eliminated genes might differ between the male and female germline and that programmed DNA loss from mature oocytes is indeed a possibility. Nevertheless, given the high content of repetitive DNA at those regions and the fact that our observations are based on WGBS data alone, at this point no conclusive statement can be made regarding the structure and content of PGR sequences in the female germline. Further studies, preferably involving long-read DNA sequencing technologies, will be required to resolve this issue. Finally, an important question that remains open is how these regions remain refractory to elimination during germ cell development, which may be explained at least in part by the DNA hypermethylation observed in this study. Unlike mammals, fish do not undergo global mCG reprogramming in primordial germ cells, rather the paternal mCG configuration is retained^10,84^. If a similar mechanism would be observed in the lamprey, it would be plausible to suggest that DNA hypermethylation at eliminated sequences in sperm contributes to their retention in germline lineages. Further studies involving genomic localization of DNMTs during lamprey embryonic development, including co-factors that are necessary for DNMT targeting to defined genomic locations, will deepen our understanding of the reprogramming processes described in this study.

In summary, we have demonstrated that despite high levels of mCG heterogeneity, the sea lamprey undergoes extensive maternal-to-paternal developmental DNA methylome remodeling predominantly associated with partially methylated DNA states. Moreover, we have shown that regions eliminated during PGR are marked by high mCG levels in sperm and pre-ZGA embryos. Altogether, this research demonstrates that the last common ancestor of vertebrates might have already presented extensive mCG reprogramming, and that this occurred before the second round of WGD that characterizes jawed vertebrates. Lampreys show lineage specific variations in the way in which they establish developmental mCG patterns, yet their epigenome configuration is suggestive of an early establishment of complex regulatory states that characterize the vertebrate lineage.

## Methods

### Lamprey procedures

All lamprey embryonic and adult material was collected at the Hammond Bay Biological Station (Michigan, USA). Embryos were obtained and grown as previously described^85^. All experimental procedures for culturing embryos were approved by Michigan State University Institutional Animal Care and Use Committee (AUF# 02/17-031-00). To produce sexually mature males and females for embryo fertilization, sea lamprey were transferred to the Ocqueoc River, Millersburg Michigan and held in cages (0.5 m^3^) to allow natural sexual maturation in a riverine environment. Sea lamprey were checked daily for sexual maturity; sexually mature individuals were identified by applying abdominal pressure and checking milt expression or for ovulated oocyte expression. Sexually mature males and female lamprey were returned to HBBS and held until use for culturing lamprey embryos.

### Genomic DNA extraction from lamprey germline, embryonic and somatic tissues

All lamprey samples were lysed in buffer containing 20 mM Tris, pH 8.0, 100 mM NaCl, 15 mM EDTA, 1% SDS and 0.5 mg/ml proteinase K for 3 h at 55 °C. Additionally, before DNA extraction, the egg samples were rinsed extensively under distilled water to eliminate debris. Lysis was followed by two phenol:chloroform:isoamyl alcohol (25:24:1) extractions and subsequent centrifugation (5 min at 17,949 × *g*). DNA was then precipitated by adding 0.2 volumes of 4 M ammonium acetate and three volumes of 96% ethanol. The reaction was left on ice for a minimum of 30 min. The DNA precipitate was centrifuged for 20 min at 4 °C (17,949 × *g*), and the pellet was washed with 500 μl of 70% ethanol and centrifuged for 5 min (17,949 × *g*) at room temperature. The pellet was then resuspended in 200 μl of TE buffer, and 1 μl of RNase A (20 μg/μl) was added. The reaction was left to proceed for 30 min at room temperature, after which time the DNA was precipitated with 0.1 volumes of 4 M ammonium acetate and 1 volume of isopropanol on ice for 2 h. The tubes were centrifuged for 30 min at 4 °C (17,949 × *g*), and the pellet was resuspended in TE buffer.

### WGBS library preparation

WGBS was performed as described previously^10^. Briefly, DNA was spiked with unmethylated lambda phage fragments (Promega) and sonicated to approximately 300 base pairs. Sonicated DNA was concentrated in a vacuum centrifuge to a final volume of 20 µL, required for bisulfite conversion with the EZ DNA Methylation-Gold Kit (Zymo Research). Bisulfite-converted DNA was then subjected to low input library preparation using the Accel-NGS Methyl-seq DNA Kit (Swift Biosciences). Briefly, the single-stranded, bisulfite-converted DNA was subjected to an adaptase reaction, followed by primer extension, adapter ligation (Methyl-seq Set A Indexing Kit-Swift Biosciences), and indexing PCR. Libraries were quantified using KAPA qPCR Library Quantification Kit (KAPA Biosystems) according to manufacturer instructions. Methylome libraries were sequenced on the Illumina HiSeqX platform (high-throughput mode, 150 bp, paired-end).

### WGBS read assembly

Read assembly was performed as described previously^10^. Briefly, sequenced reads in FASTQ format were trimmed using the fastp v0.12.5 tool (https://github.com/OpenGene/fastp) with the following settings: (fastp -i ${read_1} -I ${read_2} -o ${trimmed_read_1} -O ${trimmed_read_2} -f 10 -t 10 -F 10 -T 10). Trimmed reads were mapped (petMar3 genome reference, containing the lambda genome as chrL) using WALT with the following settings: -m 10 -t 24 -N 10000000 -L 2000 (https://github.com/smithlabcode/walt). The petMar3 germline reference genome is available from https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_002833325.1. PCR and optical duplicates were removed using Picard tools v2.3.0 (https://broadinstitute.github.io/picard/). Genotype and methylation bias correction was performed using MethylDackel software (https://github.com/dpryan79/MethylDackel). The number of methylated and unmethylated calls at each genomic CpG position were determined using MethylDackel (MethylDackel extract genome_lambda.fa $input_bam –mergeContext –minOppositeDepth 10 –maxVariantFrac 0.5 $input_bam -@ 32 –OT 0,0,0,0 –OB 10,0,0,0). Bisulfite conversion efficiency was estimated from the lambda phage spike-ins. Bedgraphs were converted to bigWig format using the bedGraphToBigWig script from kentUtils (https://github.com/ENCODE-DCC/kentUtils).

### WGBS methylome PCA

PCA of mCG levels was calculated using methylKit PCASamples on two replicates of tissue methylomes using default parameters^86^.

### Identification of partially methylated domains

Methylome replicates were merged and PMDs were called using MethylSeekR segmentPMDs function on scaffold PIZI01000001v1 using default parameters^48^. UMRs and LMRs were called using MethylSeekR segmentUMRsLMRs function. For UMRs and LMRs that partially overlap PMDs, intersecting bases are counted as PMDs for further analysis. hyperMRs are defined as regions that are not called as UMRs, LMRs or PMDs by MethylSeekR. Tissue PMDs were intersected using Intervene pairwise (–compute frac) and Spearman correlation was found using the Intervene web application (https://asntech.shinyapps.io/intervene/)^87^. mCG levels from WGBS methylomes at PMDs and non-PMDs were found using bedtools intersect function^88^. Reprogrammed PMDs were identified through pairwise intersections of PMD and non-PMD regions using bedtools intersect function. To identify the percentage of discordant reads (PDR) at egg non-PMDs/sperm PMDs, per-read mCG status was determined from WGBS datasets using the MethylDackel perRead function. Discordant reads with at least four CpG sites were intersected with egg non-PMDs/sperm PMDs using bedtools coverage function (-counts) and mCG status was found by intersecting WGBS datasets with egg non-PMDs/sperm PMDs using bedtools map function (-o mean -null na). Scatterplots of PDR and mCG were generated using the smoothScatter function in R (nrpoints = 0). PMD genome coverage is calculated relative to the size of the petMar3 reference genome.

### BioCAP library preparation

BioCAP was performed on genomic DNA extracted from sperm, day 1, day 2, brain, muscle and PBMC in replicate and with input controls using published methods^89^. Briefly, genomic DNA was sonicated to approximately 200 base pairs and incubated with biotinylated zinc-finger CxxC protein domain from human KDM2B. NMIs were eluted in buffer containing 700mM-1M NaCl, 0.1% Triton X-100, 20 mM HEPES pH 7.9 and 12.5% v/v glycerol, then DNA was purified using the Wizard SV Gel and PCR Clean-Up System (Promega) according to manufacturer instructions. Library preparation was performed on BioCAP samples using TruSeq ChIP Sample Preparation (Illumina) according to manufacturer instructions. Libraries were amplified using 18 PCR cycles and quantified using KAPA qPCR Library Quantification Kit (KAPA Biosystems) according to manufacturer instructions. Libraries were sequenced on the Illumina NovaSeq 6000 (150 bp, paired-end), generating 33M-307M read pairs per sample.

### BioCAP read assembly

BioCAP reads in FASTQ format were trimmed using trimmomatic (ILLUMINACLIP:TruSeq3-PE-2.fa:2:30:10 SLIDINGWINDOW:5:20 LEADING:3 TRAILING:3 MINLEN:25)^90^ and aligned to the petMar3 reference genome using bowtie2 (-p 10 -N 1 –very-sensitive -X 2000 –no-mixed –no-discordant)^91^. The resulting alignments in BAM format were deduplicated using Picard MarkDuplicates (REMOVE_DUPLICATES=true). NMIs were identified using the macs2 callpeak function^92^. 

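One list of NMIs was called per library, without pooling replicates. The largest q-value in a list was between 0.0443 and 0.0500 in the 12 libraries. The median width of an NMI was between 418 bp (day 1 replicate 1) and 564 bp (brain replicate 2), and the widest NMI spanned 16279 bp. The median fold enrichment per library ranged from 6.76 to 12.7. The median -log10 q was 12.2 and 12.5 in the day 1 libraries, 12.2 and 13.5 in the day 2 libraries, and between 26.1 and 60.8 in all other libraries. A stricter threshold therefore shortened the lists unequally. At a -log10 q of 10 or more, 69674 and 68903 NMIs were left in the day 1 replicates and 51920 and 55264 in the day 2 replicates, whereas between 99284 and 125566 were left in the libraries of the other tissues. NMIs were found on 6264 scaffolds in all. On scaffold PIZI01000001v1, which the study used to call PMDs, between 2866 and 4480 NMIs were found per library, and on PIZI01000031v1, shown in the paper's track of PMDs, between 1326 and 2110. On both scaffolds the lowest number was in day 2.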

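For each tissue, the bases shared by the NMIs of both replicates were taken, with a minimum overlap of 1 bp, and each contiguous stretch was counted once. This gave 125193 NMIs common to both replicates in sperm, 106301 in day 1, 80169 in day 2, 128409 in brain, 135103 in muscle and 110518 in PBMC. A stretch can be shorter than the NMIs it comes from, and its median width was between 395 bp in day 1 and 515 bp in brain. Of the NMIs of replicate 1, 98.7% overlapped an NMI of replicate 2 in sperm, 96.4% in brain, 95.2% in PBMC, 94.6% in muscle, 87.7% in day 2 and 86.8% in day 1. The share of replicate 2 NMIs that overlapped an NMI of replicate 1 was 94.9% in muscle, 91.4% in PBMC, 87.9% in day 1, 87.6% in sperm, 87.0% in day 2 and 85.5% in brain. Replicate 2 was the deeper one in sperm, day 2, brain and muscle.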

When replicate is not specified, dataset refers to NMIs common to both replicates. Bigwig (log2 IP/input) files were generated using deepTools bamCompare (–ignoreDuplicates –binSize 50 –centerReads –extendReads)^93^.

### ATAC-seq read assembly

Publicly available ATAC-seq data in FASTQ format was downloaded^56^. ATAC-seq reads were trimmed using trimmomatic (ILLUMINACLIP:TruSeq3-PE-2.fa:2:30:10 SLIDINGWINDOW:5:20 LEADING:3 TRAILING:3 MINLEN:25) and aligned to the petMar3 reference genome using bowtie2 (-p 10 -N 1 –very-sensitive -X 2000 –no-mixed –no-discordant). To include only nucleosome-free read alignments, alignments exceeding 100 bp were removed. Aligned reads were deduplicated using Picard MarkDuplicates (REMOVE_DUPLICATES=true). Bigwig (RPGC) files were generated using deepTools bamCoverage (–normalizeUsing RPGC –numberOfProcessors 4 –ignoreDuplicates –binSize 50 –centerReads –extendReads –effectiveGenomeSize 1040808129).

### Epigenetic features of NMIs

Clustering and PCA of NMI read counts was performed using DiffBind dba.count and dba.plotPCA functions, respectively^94^. 

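Merging the NMIs common to both replicates over the 6 tissues, where they overlapped or were adjacent, gave the merged NMIs described with the core NMIs. Their number equals the one printed in Supplementary Fig. S3B. They covered 115 Mb with a median width of 506 bp. When stretches up to 100 bp apart were also joined, 166190 merged NMIs were left. Whole NMIs of replicate 1 that overlapped replicate 2, in place of the shared bases, gave 163110.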

To calculate mCG clustering, all NMI datasets were concatenated and overlapping sequences were merged using bedtools merge function. Heatmaps of mCG signal at merged NMIs were generated using deepTools computeMatrix function (computeMatrix reference-point –referencePoint center –binSize 10 –afterRegionStartLength 500 –beforeRegionStartLength 500), with replacement of NaN values with mean mCG (0.33) after the matrix file was generated, followed by the plotHeatmap function (–k-means 5 –yMin 0 –yMax 1). NMIs present in every tissue were found by intersecting all NMI datasets using bedops intersect function^95^. Heatmaps of BioCAP signal at core NMIs were generated using deepTools computeMatrix function (computeMatrix reference-point –referencePoint center –binSize 10 –afterRegionStartLength 1000 –beforeRegionStartLength 1000 –missingDataAsZero), followed by the plotHeatmap function (–sortRegions no). Heatmaps of mCG signal at core NMIs were generated using deepTools computeMatrix function (computeMatrix reference-point –referencePoint center –binSize 10 –afterRegionStartLength 1000 –beforeRegionStartLength 1000), with replacement of NaN values with mean mCG for each tissue after the matrix file was generated, followed by the plotHeatmap function (–sortRegions no). Heatmaps of ATAC-seq signal at core NMIs were generated using deepTools computeMatrix function (computeMatrix reference-point –referencePoint center –binSize 10 –afterRegionStartLength 1000 –beforeRegionStartLength 1000 –missingDataAsZero), followed by the plotHeatmap function (–sortRegions no).

### Sequence motifs at core NMIs

Enriched sequence motifs at core NMIs were found using Homer findMotifsGenome.pl function (-size 200) with default parameters^96^. Sequence logos were visualized using the ggseqlogo package in R^97^. CpG observed/expected and GC content was calculated using bedtools getfasta and an in-house generated R script.

### Localization of NMIs at genomic features

NMIs differentially enriched in sperm/day 1/day 2 and brain/muscle/PBMC were found using DiffBind dba.analyze function (false discovery rate <0.05, fold change >2). petMar3 gene predictions were downloaded^42^ and overlap with NMIs was identified using bedtools intersect function. Barplots were generated using ggplot2 geom_bar function in R^98^. Heatmaps of BioCAP signal at TSS were generated using deepTools computeMatrix function (computeMatrix reference-point –referencePoint center –binSize 10 –afterRegionStartLength 1000–beforeRegionStartLength 1000 –missingDataAsZero), followed by the plotHeatmap function (–sortRegions no).

### Differentially methylated regions

DMRs were called from WGBS data (replicates merged) with the DSS software^99,100^ with the following parameters: delta=0.2, p.threshold=0.05, minlen=100, minCG=10, dis.merge=100. DMRs were intersected using Intervene pairwise (–compute frac) and the heatmap was generated using the Intervene web application (https://asntech.shinyapps.io/intervene/). To calculate mCG clustering, all DMRs were concatenated and overlapping sequences were merged using bedtools merge function. Heatmaps of mCG signal at merged DMRs were generated using deepTools computeMatrix function (computeMatrix reference-point –referencePoint center –binSize 10 –afterRegionStartLength 300 –beforeRegionStartLength 300), with replacement of NaN values with mean mCG (0.33) after the matrix file was generated, followed by the plotHeatmap function (–k-means 5 –yMin 0 –yMax 1). mCG levels at DMRs were found using bedtools intersect function and histograms of mCG at DMRs were created using ggplot2 geom_histogram function. Heatmaps of BioCAP signal at DMRs were generated using deepTools computeMatrix function (computeMatrix reference-point –referencePoint center –binSize 10 –afterRegionStartLength 300 –beforeRegionStartLength 300 –missingDataAsZero), followed by the plotHeatmap function (–sortRegions no). CpG density was calculated using bedtools getfasta and an in-house generated R script.

### Localization of DMRs at genomic features

petMar3 gene predictions were downloaded^42^ and overlap with DMRs was identified using bedtools intersect function. Barplots were generated using ggplot2 geom_bar function in R.

### Transcriptome analyses

RNA-seq reads in FASTQ format were downloaded from^60^. Reads were trimmed for Illumina sequencing adapters using trimmomatic and mapped with Kallisto^101^ with the following settings: -l 300 -s 100 –single to the PMZ_v3.1.gff transcriptome reference. Mean 5mC from merged brain WGBS datasets was calculated at all promoters of protein-coding genes (TSS ±1 kb) containing an NMI directly overlapping the TSS using bedtools intersect function and bedtools map function (-o mean -null na). 5mC levels were plotted against adult brain transcription levels using ggplot2 geom_point function in R. Correlation was calculated using ggplot2 geom_smooth function (method=lm, se=FALSE) and cor() function in R.

### Nanopore library preparation and sequencing

Library preparation was performed using ONT ligation sequencing (SQK-LSK110). Samples were sequenced across two PromethION (FLO-PRO002) flow cells for 72 hours.

### Nanopore read assembly and mCG calling

Raw ONT sequencing data was converted to BLOW5 format^102^ using slow5tools v0.3.0^103^ then base-called using Guppy v5.0.13 (high-accuracy model). Resulting FASTQ files were aligned to the petMar3 reference genome using minimap2 v2.22^104^. 5mC profiling on CpG sites within petMar3 was performed using f5c v0.7^105^ with BLOW5 data input. CpG methylation frequencies were determined using the meth-freq tool in f5c.

### Identification of sequences eliminated during PGR

Publicly available blood and sperm whole-genome sequencing reads in FASTQ format were downloaded^42^. Reads were trimmed using trimmomatic and aligned to the petMar3 reference genome using bowtie2 (-p 10 -N 1 –very-sensitive -X 2000 –no-mixed –no-discordant). Read alignments in BAM format were input into CNVkit (cnvkit.py -batch -m wgs -f petMar3.fa) to identify sequences eliminated during PGR, with blood used as input and sperm used as the control sample (–normal)^66^. We defined homozygous deletions as regions with a copy number of 0 in blood. We intersected eliminated sequences identified by CNVkit with a set of previously published eliminated sequences^42^ as a stringent dataset for further analysis. Sequences were validated using coverage metrics from short-read whole-genome sequencing, WGBS and Nanopore sequencing. Read depth was calculated using samtools depth function^106^ and converted to bigWig format using the bedGraphToBigWig script from kentUtils. Heatmaps of read coverage at eliminated sequences were generated using deepTools computeMatrix function (computeMatrix reference-point –missingDataAsZero –binSize 10 –afterRegionStartLength 15000 –beforeRegionStartLength 15000), followed by the plotHeatmap function. petMar3 gene predictions were downloaded^42^ and overlap with eliminated sequences was identified using bedtools intersect function.

### mCG at eliminated sequences

Heatmaps of mCG signal at eliminated sequences were generated using deepTools computeMatrix function (computeMatrix reference-point –binSize 10 –afterRegionStartLength 15000 –beforeRegionStartLength 15000), with replacement of NaN values with mean mCG for each sequencing technique after the matrix file was generated, followed by the plotHeatmap function. Heatmaps of BioCAP signal at eliminated sequences were generated using deepTools computeMatrix function (computeMatrix reference-point –binSize 10 –afterRegionStartLength 15000 –beforeRegionStartLength 15000 –missingDataAsZero), followed by the plotHeatmap function. mCG status at eliminated sequences was found by intersecting WGBS datasets with eliminated sequences using bedtools intersect function and violin plots were generated using ggplot2 geom_violin function in R. Repeat content was found by intersecting the petMar3 RepeatMasker track with eliminated sequences using bedtools intersect function. Dinucleotide frequency at eliminated sequences was calculated using the faCount script from kentUtils. Correlation between Nanopore and WGBS datasets was calculated and plotted using methylKit getCorrelation function (plot=TRUE) in R.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-18

Reporting Summary

## Data Availability

Raw and processed BioCAP-seq and WGBS data generated for this study are available from NCBI Gene Expression Omnibus under accession code GSE220553 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE220553]. Nanopore sequencing data generated for this study is available from NCBI under accession code PRJNA783432 [https://www.ncbi.nlm.nih.gov/bioproject/PRJNA783432]. ATAC-seq data used in this study is available from NCBI Gene Expression Omnibus under accession code GSE112072 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112072]. Whole-genome sequencing data used in this study is available from NCBI Sequence Read Archive under accession codes SRR5535434 [https://www.ncbi.nlm.nih.gov/sra/?term=SRR5535434] and SRR5535435 [https://www.ncbi.nlm.nih.gov/sra/?term=SRR5535435]. RNA-seq data used in this study is available from NCBI under accession code PRJNA50489 [https://www.ncbi.nlm.nih.gov/bioproject/50489]. All sequencing data was aligned to the petMar3 reference germline genome available from NCBI under GenBank accession code GCA_002833325.1 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_002833325.1]. Source data are provided as a Source Data files.

# Supplementary material for: Extensive DNA methylome rearrangement during early lamprey embryogenesis
**Source:** Nat Commun. 2024 Mar 4;15:1977. doi: 10.1038/s41467-024-46085-2
**Supplement:** Supplementary file 1 — Supplementary Information

# **Extensive DNA methylome rearrangement during early lamprey embryogenesis**

Allegra Angeloni<sup>1,2</sup>, Skye Fissette<sup>3</sup>, Deniz Kaya<sup>4</sup>, Jillian M. Hammond<sup>5,6</sup>, Hasindu Gamaarachchi<sup>5,6,7</sup>, Ira W. Deveson<sup>5,6,8</sup>, Robert J. Klose<sup>4</sup>, Weiming Li<sup>3</sup>, Xiaotian Zhang<sup>9,10</sup>, Ozren Bogdanovic<sup>1,2,11</sup>

## **Supplementary Figures S1-S5 Supplementary Tables S1-S3**

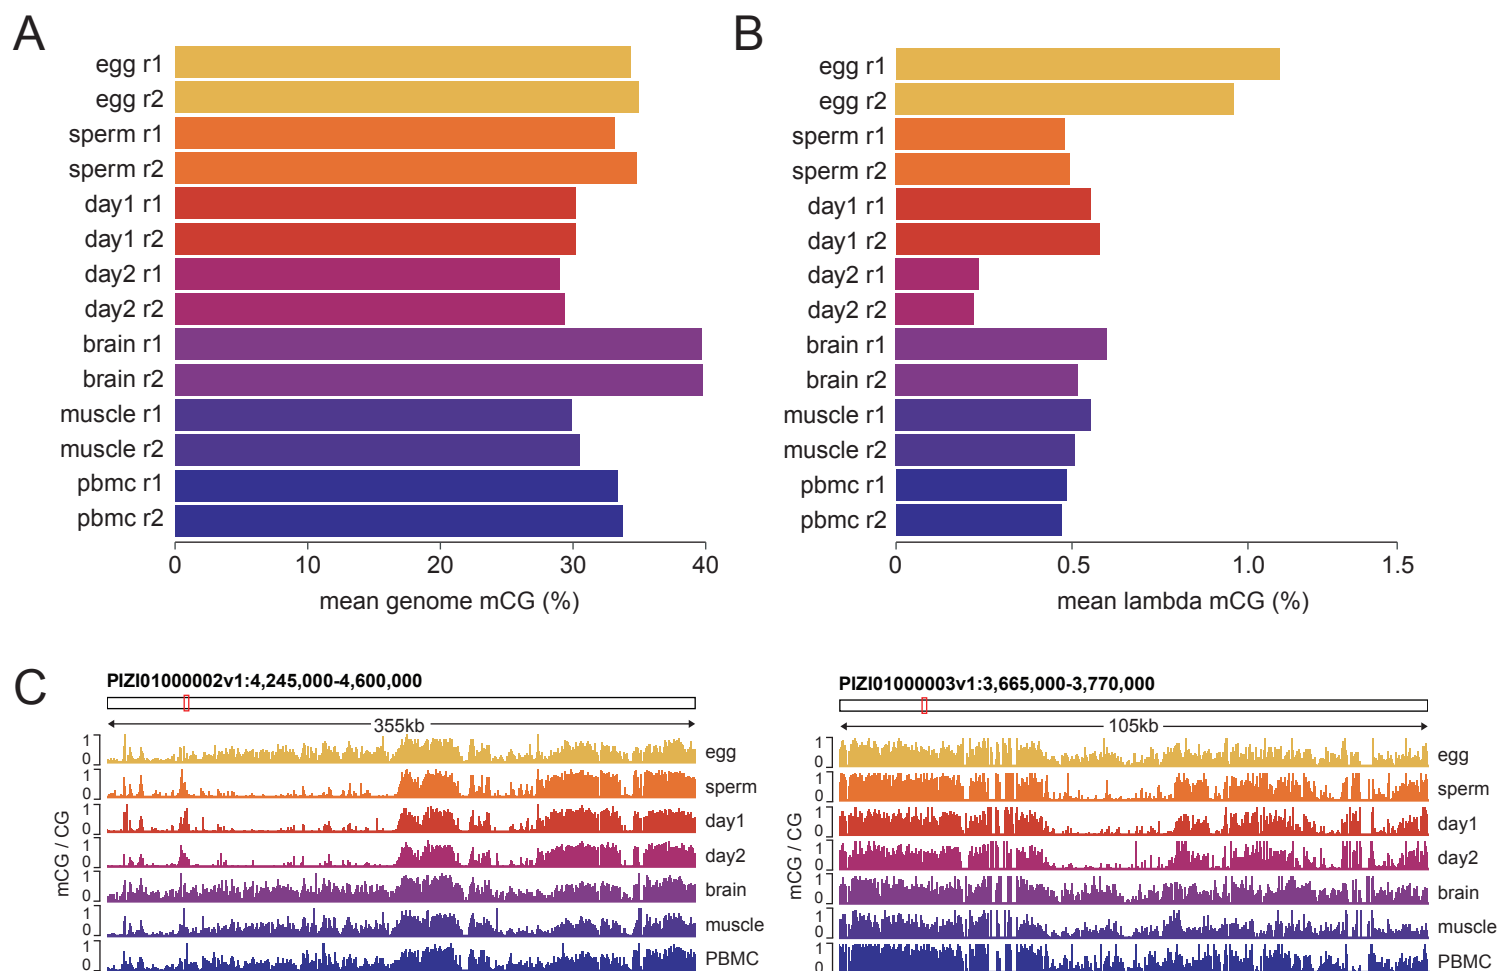

**Supplementary Figure S1. Global DNA methylation levels in seven lamprey tissues.** r1 = WGBS replicate 1, r2 = WGBS replicate 2. **A)** Mean genomic mCG levels. **B)** mCG levels in the unmethylated lambda phage DNA spike-in control for every WGBS dataset generated for this study. **C)** Browser tracks depicting mCG profiles. mCG values are from merged WGBS replicates.

**A**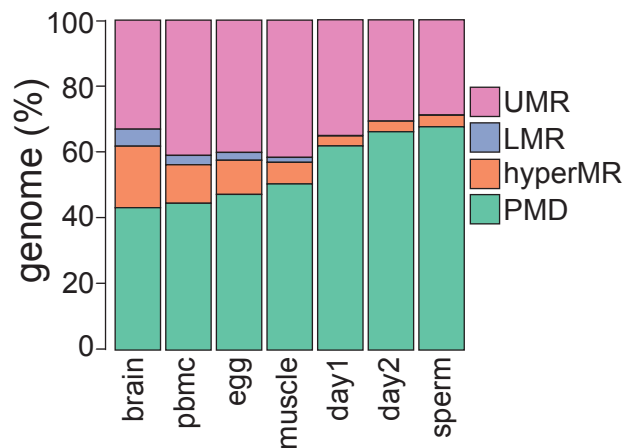**B**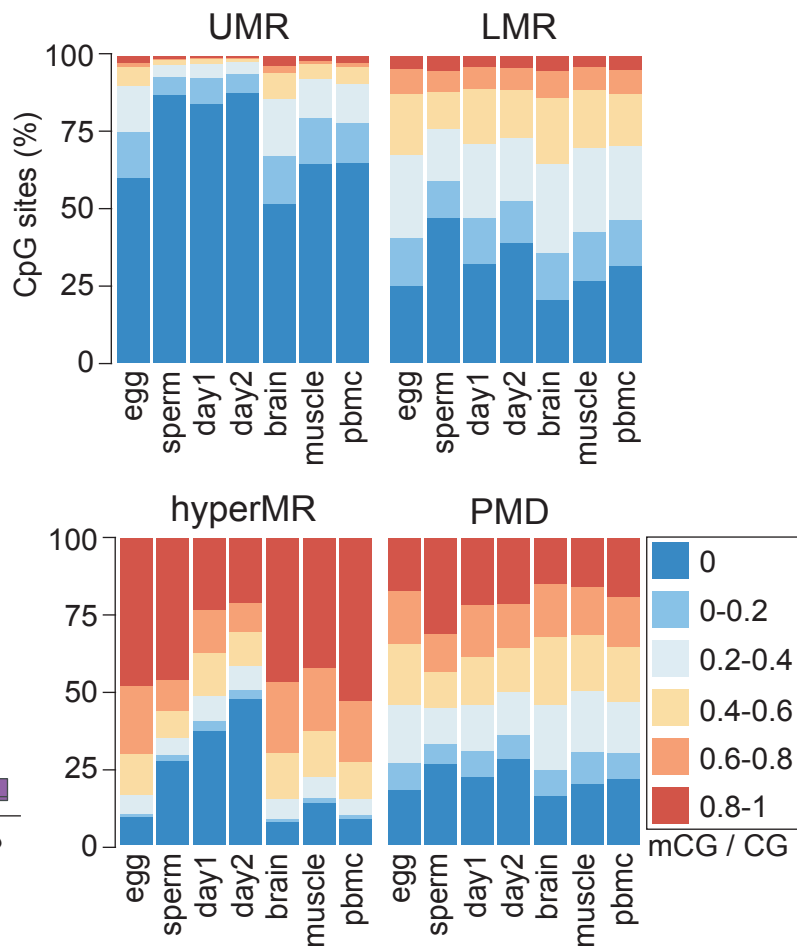**C**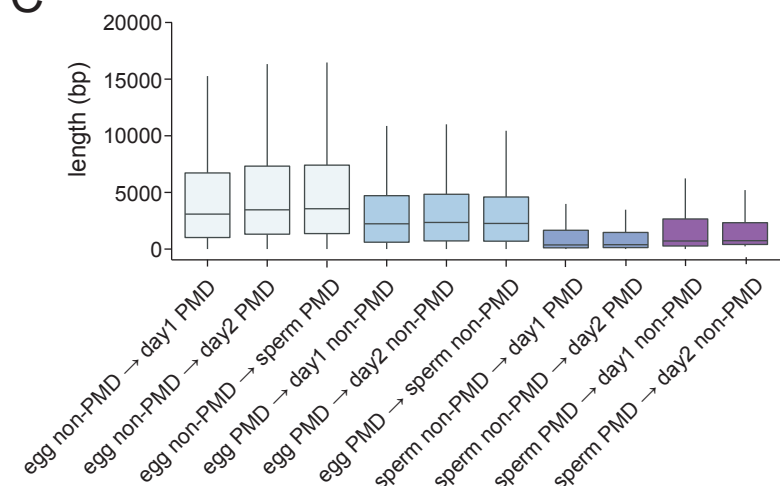**D**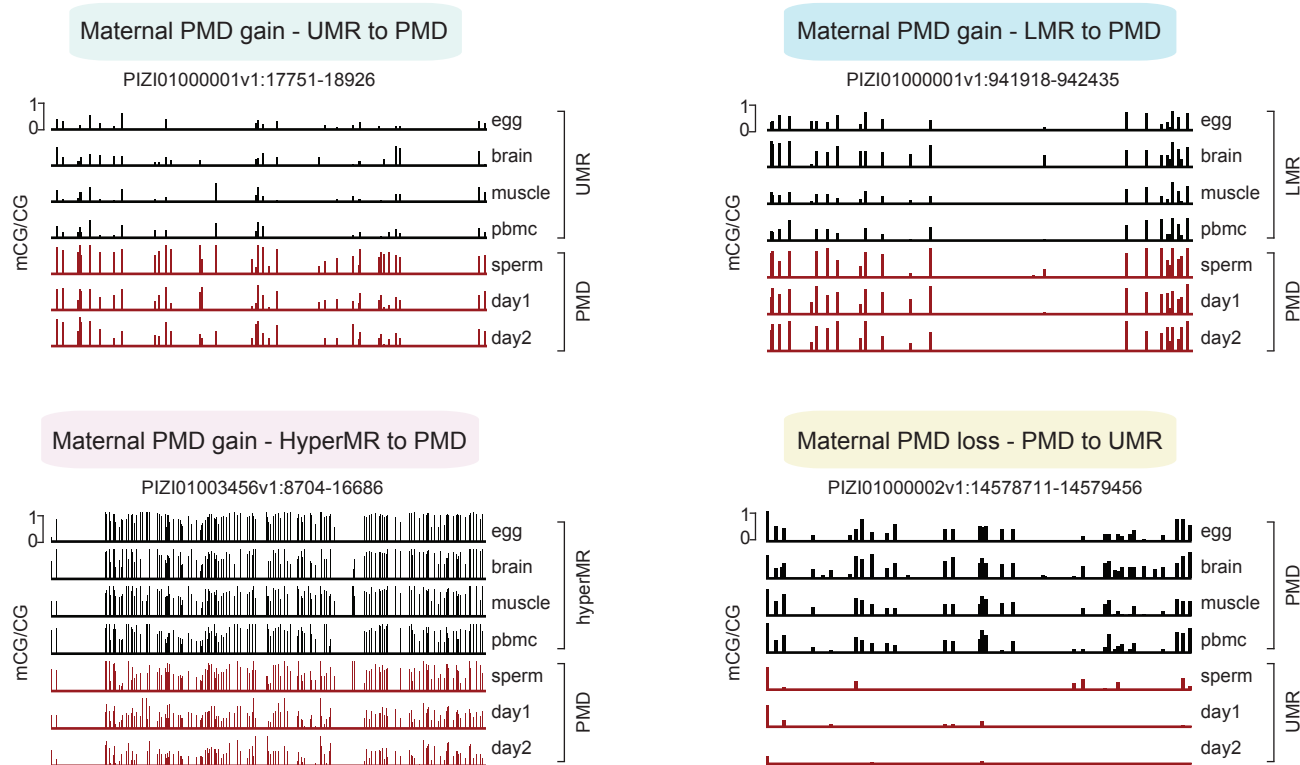

**Supplementary Figure S2. Sequence features of lamprey PMDs.** **A)** Percentage of the lamprey genome covered by PMDs and non-PMDs (unmethylated regions (UMRs), low methylated regions (LMRs), hypermethylated regions (hyperMRs)). **B)** Percentage of CpG sites displaying low (0, 0-0.2), intermediate (0.2 - 0.4, 0.4 - 0.6, 0.6 - 0.8) and high (0.8 - 1.0) mCG levels at PMDs and non-PMDs in embryonic and adult somatic and germline tissues. mCG levels in this figure are from merged WGBS replicates. **C)** Distribution of sequence lengths of developmentally reprogrammed PMDs. The boxes show the interquartile range (IQR) around the median. The upper and lower whiskers extend from the hinge to the largest and smallest value, respectively, no further than 1.5 IQR. **D)** Browser tracks depicting mCG profiles of reprogrammed PMDs.

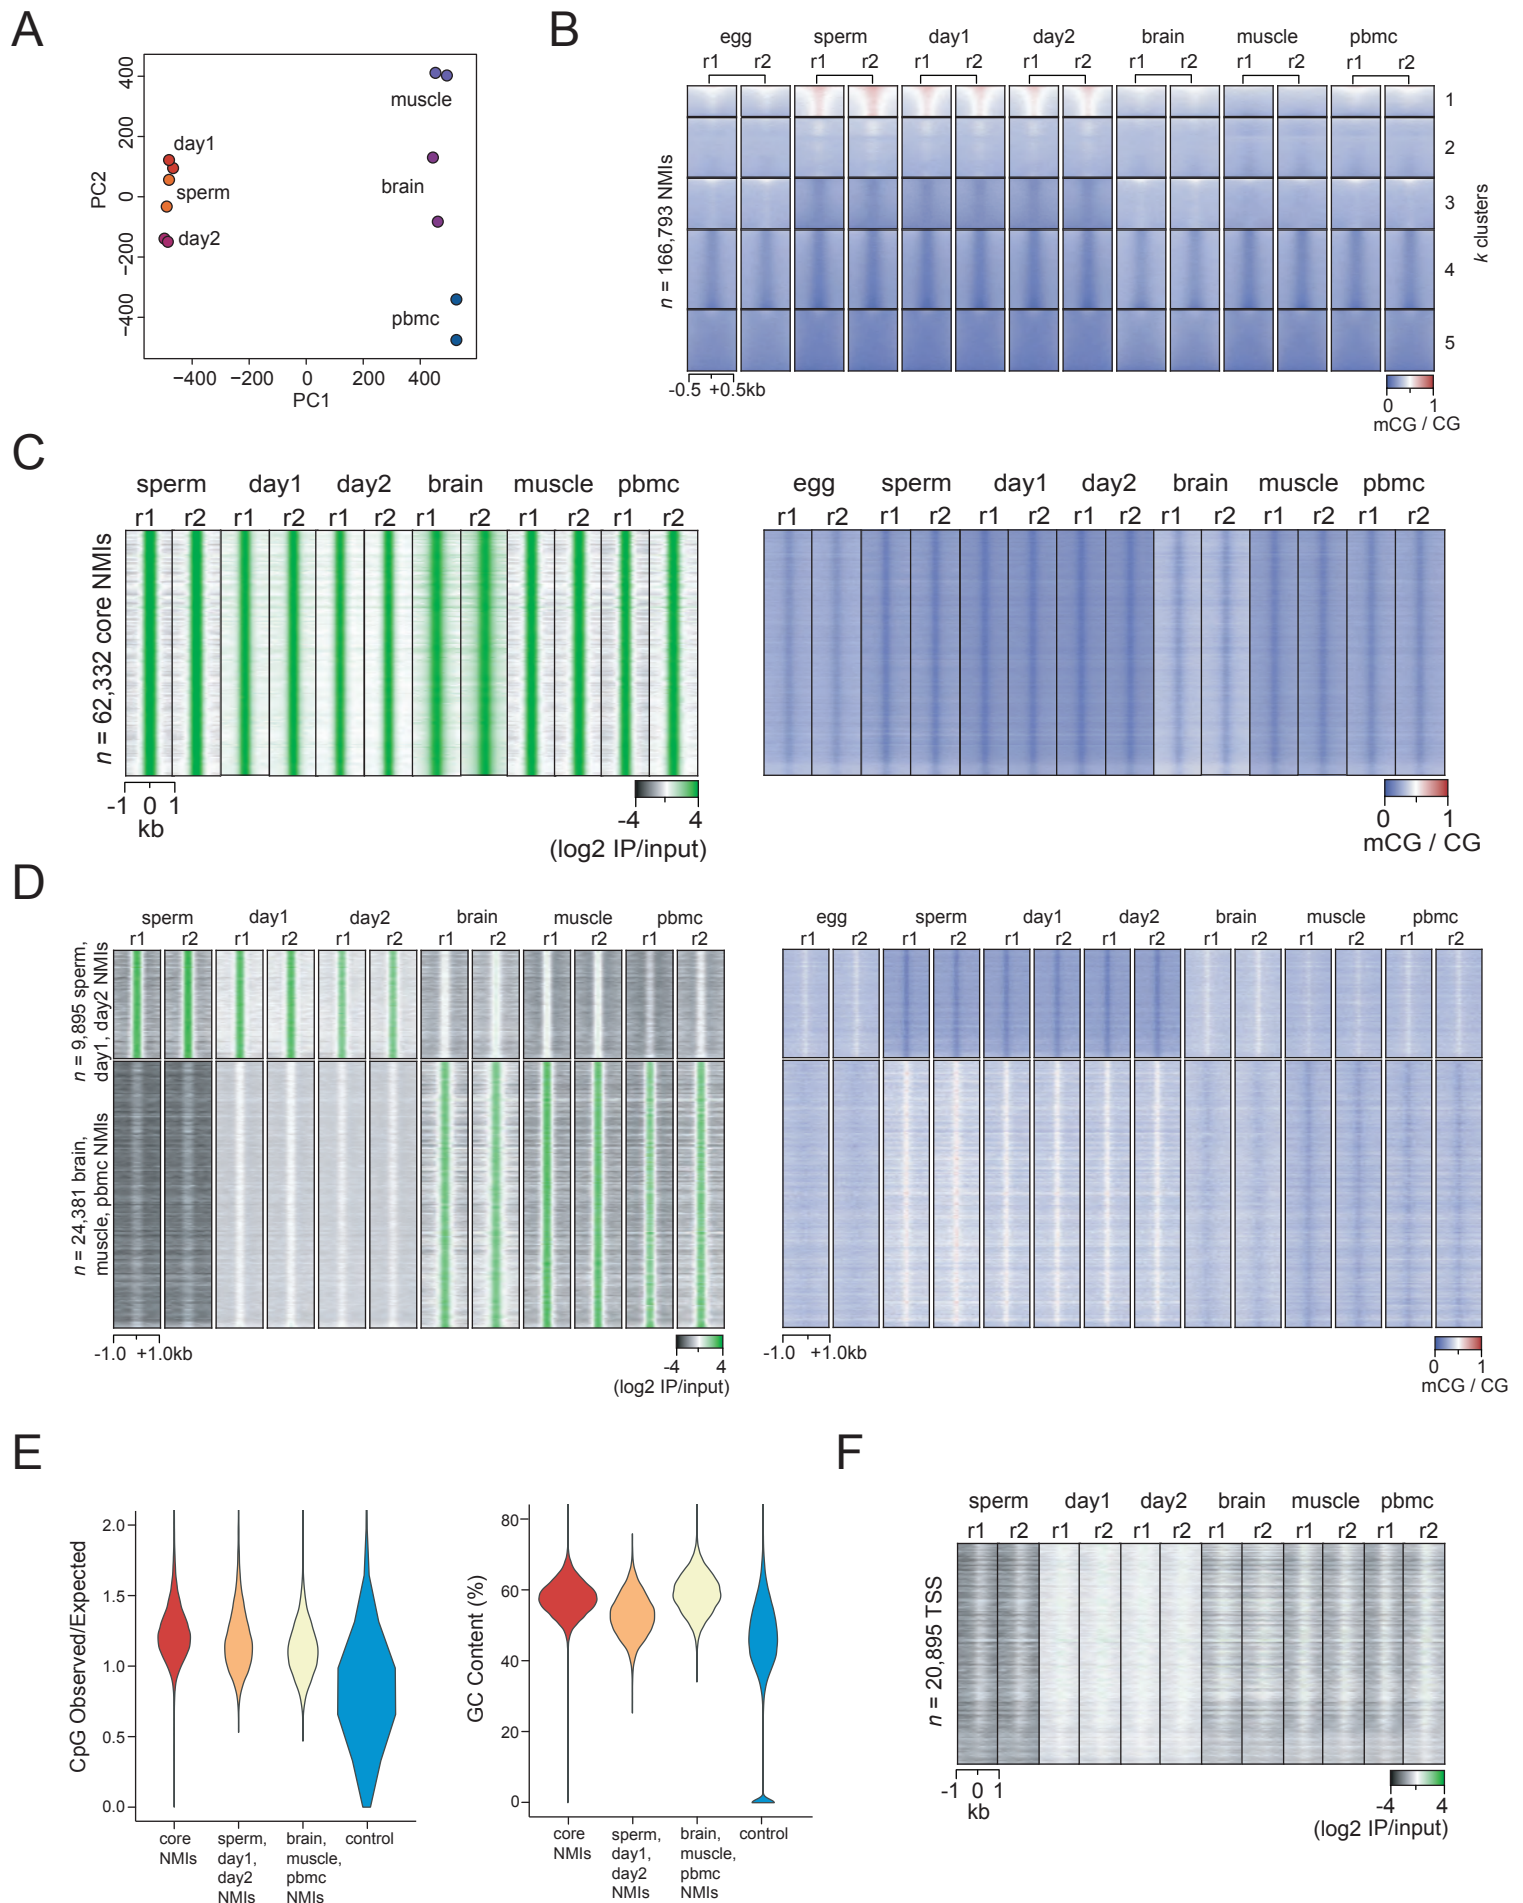

**Supplementary Figure S3. Sequence and epigenetic features of shared and tissue-specific NIMs.** **A)** PCA of normalized BioCAP read density (in replicate) at NIMs. **B)** K-means clustered mCG signal at merged NIMs ( $k = 5$ ). Y-axis boxes refer to individual clusters. r1 = replicate 1, r2 = replicate 2. **C)** BioCAP and mCG signal at core NIMs. **D)** BioCAP and mCG signal at NIMs enriched in sperm, day 1 and day 2, and at NIMs enriched in brain, muscle and PBMC. **E)** Distribution of CpG observed/expected ratio and GC content at: core NIMs; NIMs enriched in sperm, day 1 and day 2; NIMs enriched in brain, muscle and PBMC; and random control sequences. **F)** BioCAP signal at transcription start sites of protein-coding genes.

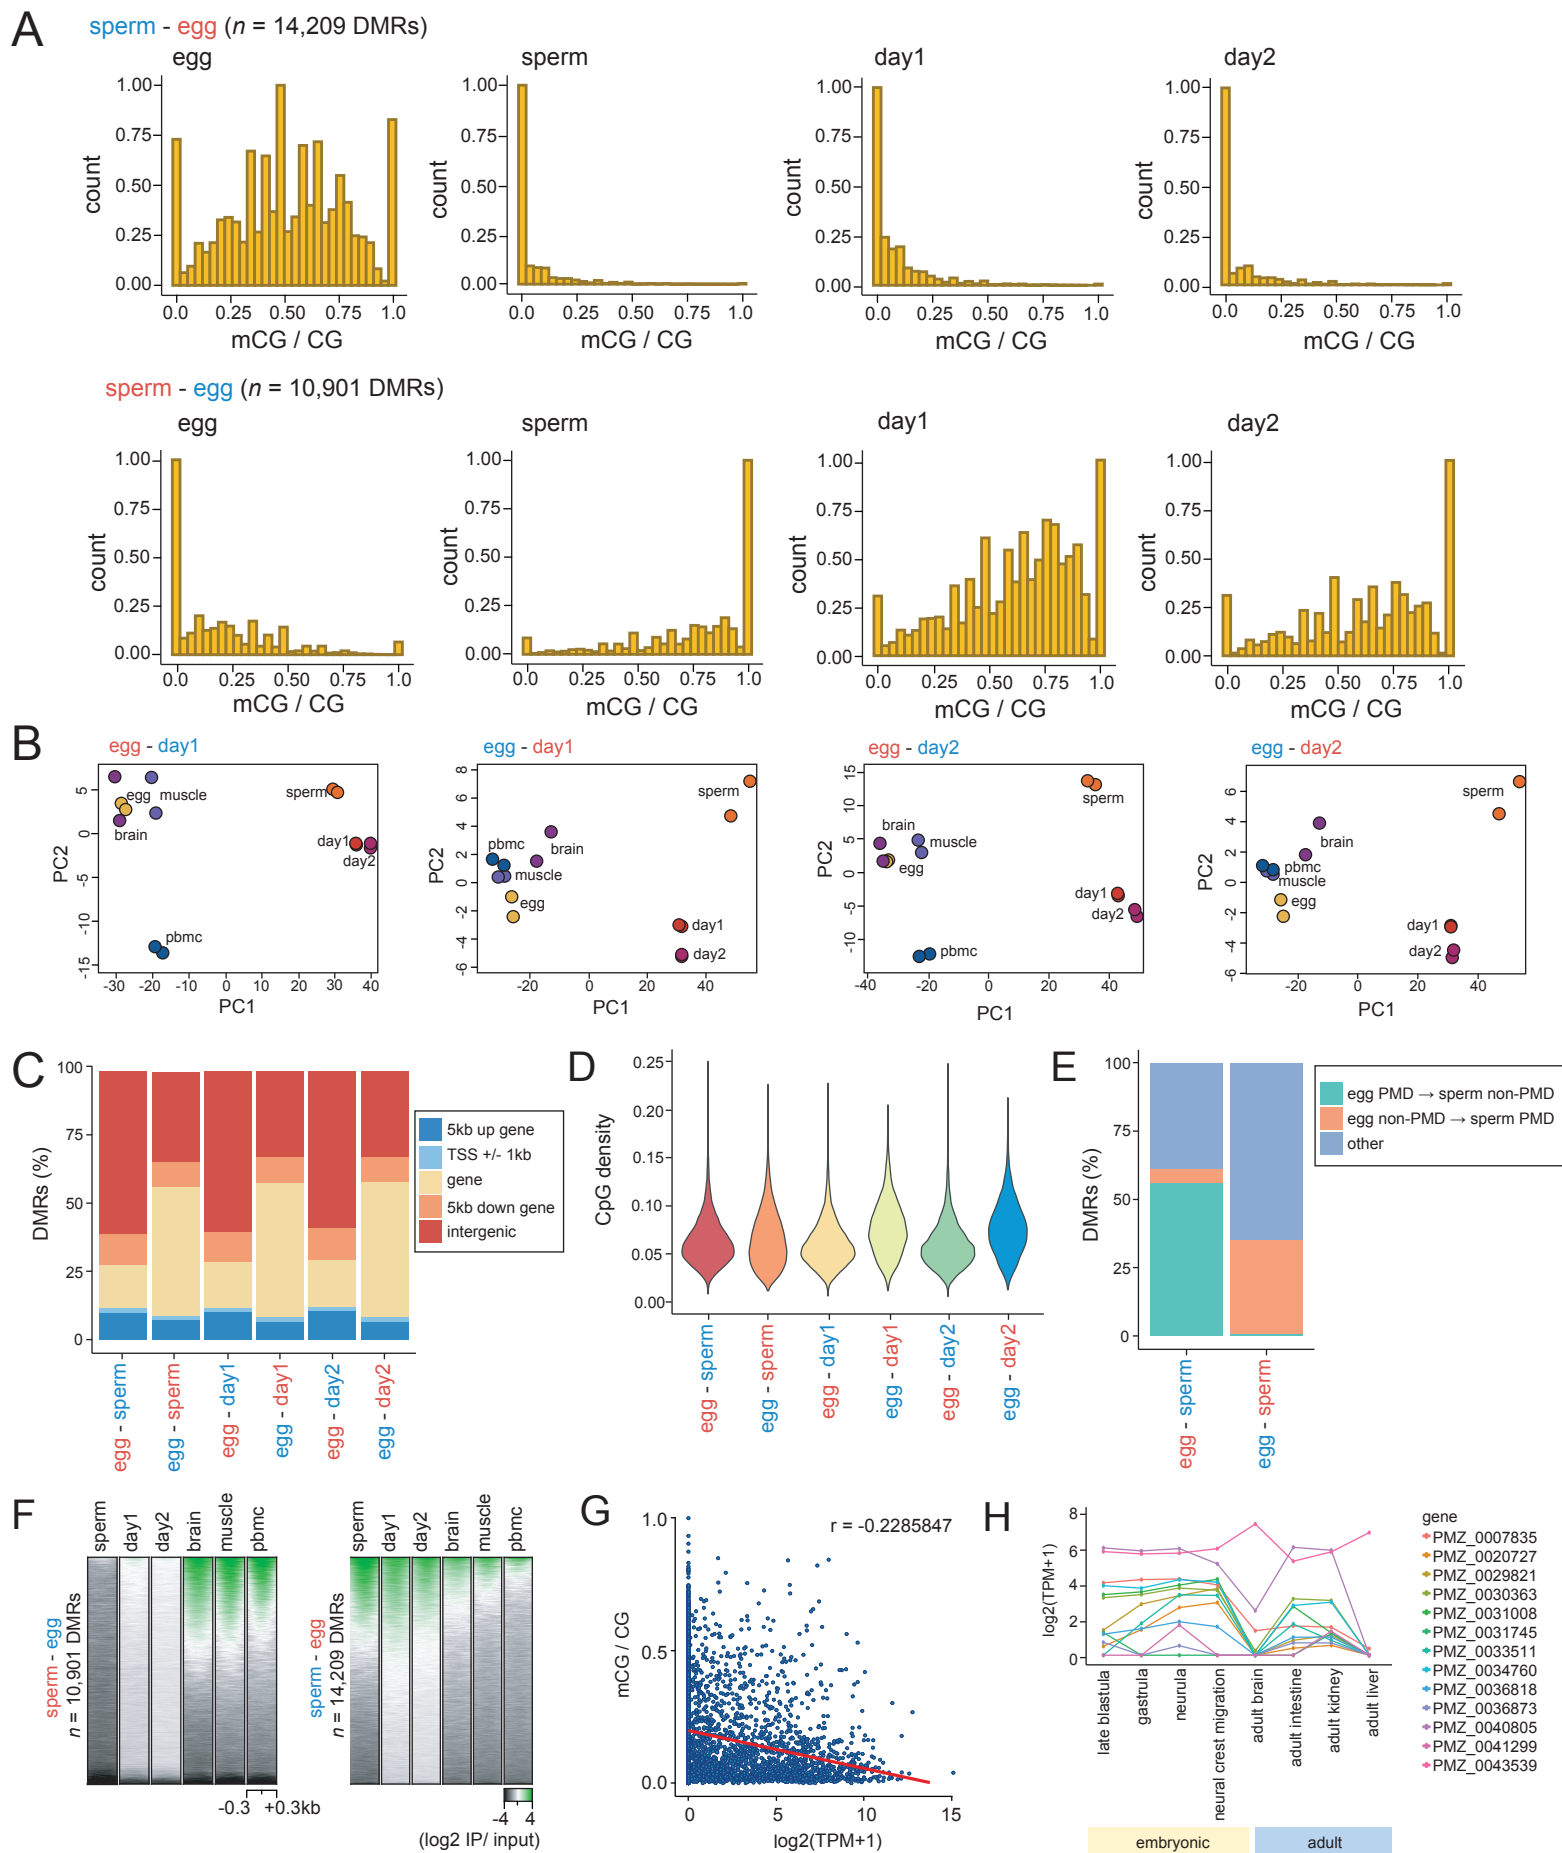

**Supplementary Figure S4. Maternal to paternal reprogramming at differentially methylated regions (DMRs) during lamprey embryogenesis.** **A)** Distribution of mCG levels at egg/sperm DMRs (blue = hypomethylation; red = hypermethylation). mCG values are from merged WGBS replicates. **B)** PCA of mCG levels from WGBS data (in biological replicate) at egg/day 1 and egg/day 2 DMRs. **C)** Percentage of egg/sperm, egg/day 1 and egg/day 2 DMRs overlapping diverse genomic features. **D)** Distribution of CpG density at egg/sperm, egg/day 1 and egg/day 2 DMRs. **E)** Percentage of egg/sperm DMRs overlapping egg/sperm PMDs. **F)** BioCAP signal at egg/sperm DMRs. BioCAP signal is depicted in descending order of signal intensity. **G)** Mean mCG levels (from merged brain WGBS data) of protein-coding gene promoters containing an NMI directly overlapping the TSS ( $n = 5188$  genes) compared to expression levels of the associated gene in adult brain tissue.  $r$  = correlation coefficient. **H)** Expression patterns of genes with differentially methylated promoters in embryonic and adult tissues.

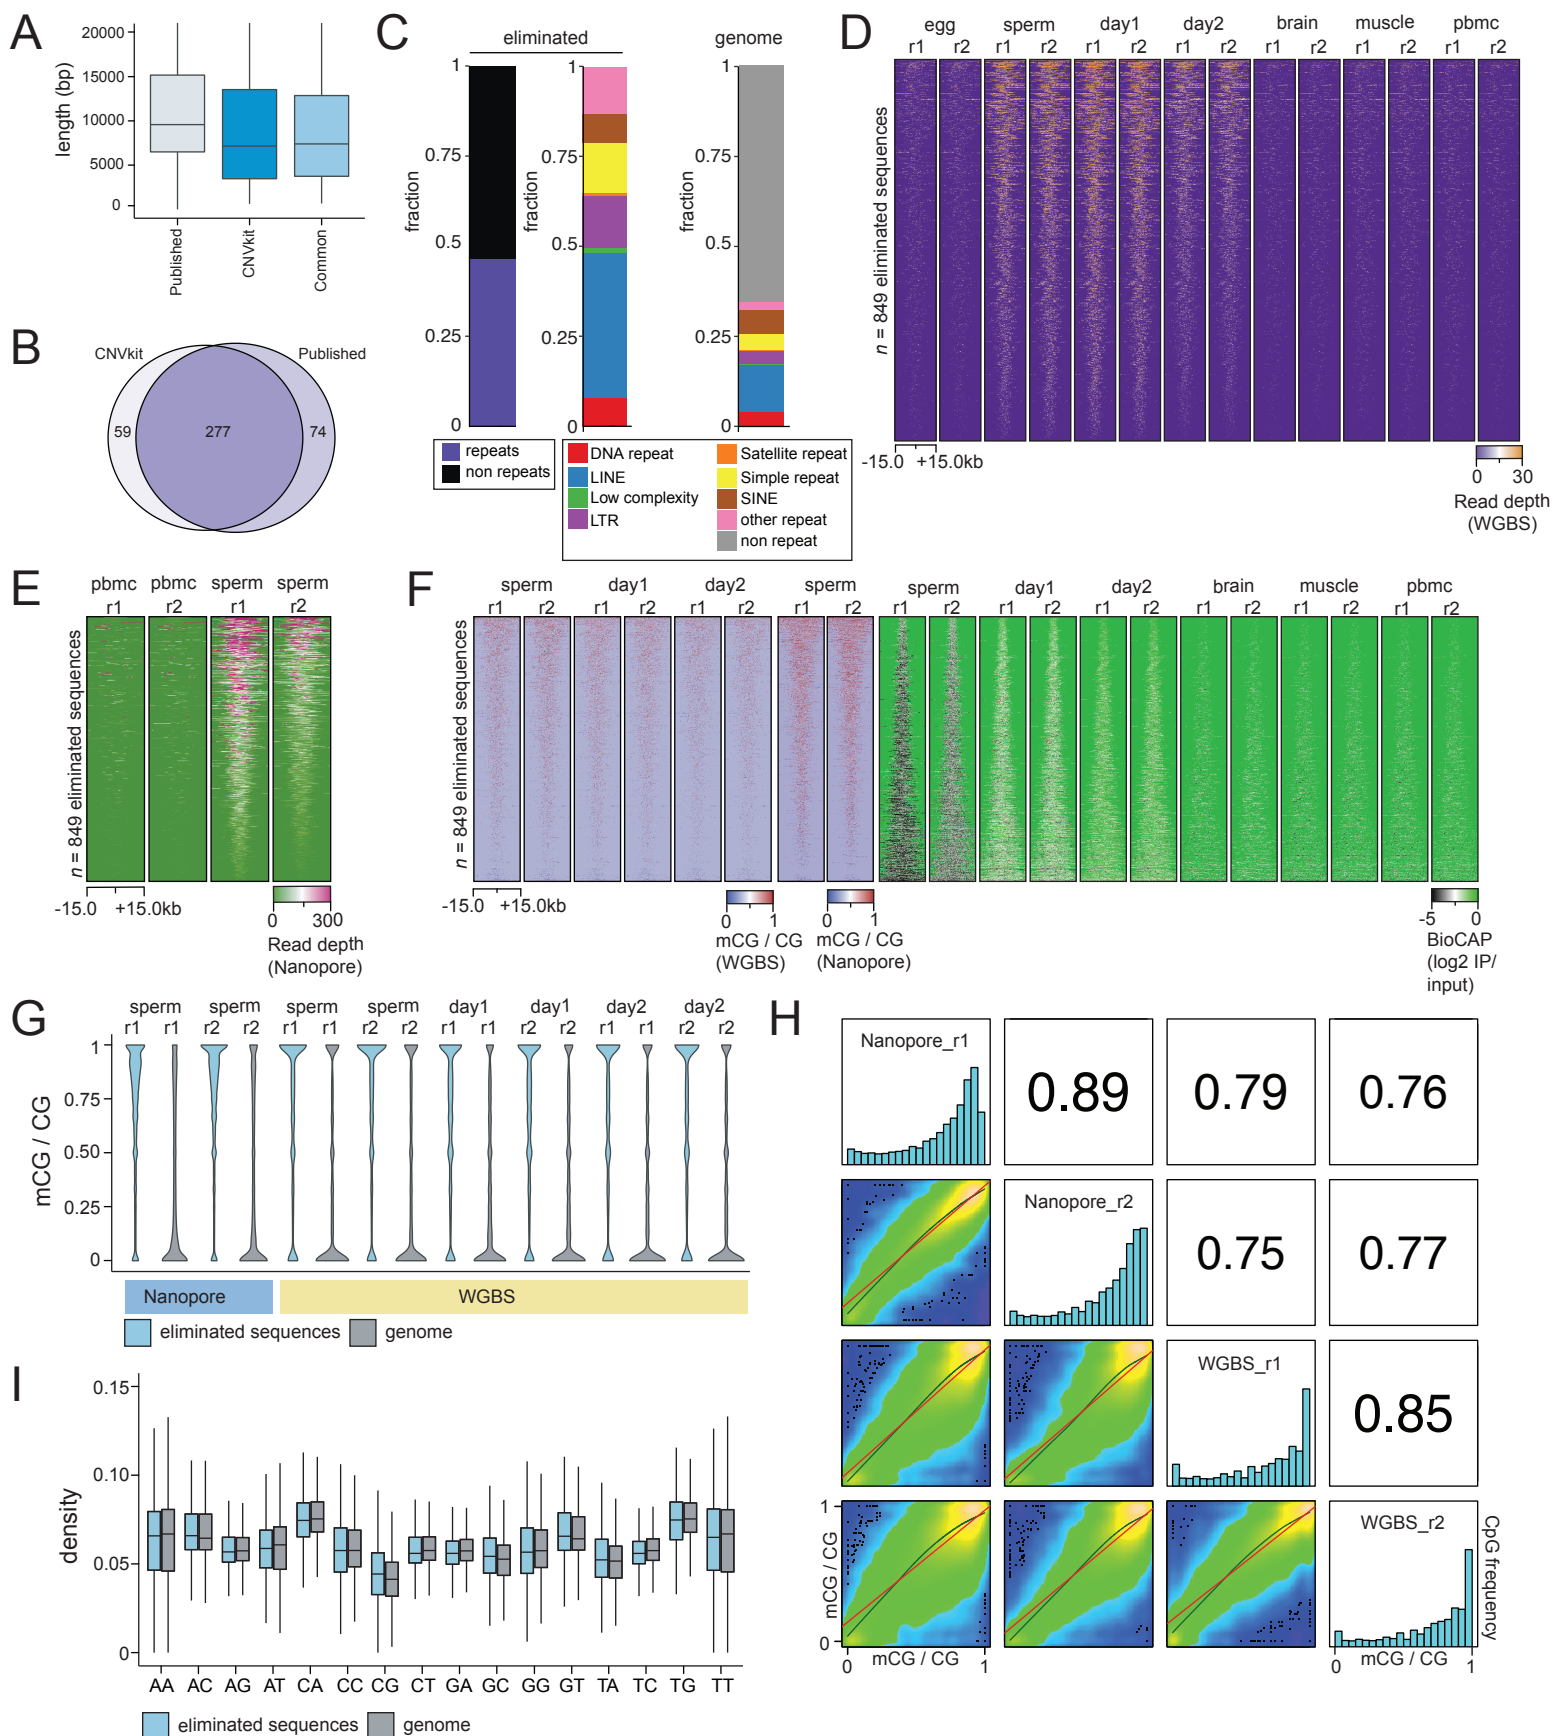

**Supplementary Figure S5. Sequence and epigenetic features of eliminated regions.** **A)** Distribution of lengths of previously published eliminated DNA sequences, eliminated sequences detected using CNVkit, and eliminated sequences common to both methods. The boxes show the interquartile range (IQR) around the median. The upper and lower whiskers extend from the hinge to the largest and smallest value, respectively, no further than 1.5 IQR. **B)** Number of genes in previously published eliminated DNA sequences, eliminated sequences detected using CNVkit, and eliminated sequences common to both methods. **C)** Repeat content of eliminated DNA sequences (left), repeat composition as per Repeatmasker track of eliminated DNA sequences (middle), and genomic percentage and composition of repetitive DNA sequences (Repeatmasker) in the petMar3 reference genome. **D)** Per-nucleotide read depth at eliminated sequences in bisulfite sequencing data. r1 = replicate 1, r2 = replicate 2. **E)** Per-nucleotide read depth (in biological replicate) at eliminated sequences calculated from Nanopore sequencing data. **F)** mCG and BioCAP signal (in biological replicate) at eliminated DNA sequences. **G)** mCG levels (in biological replicate) at eliminated and control sequences from Nanopore and WGBS data. **H)** Scatterplots depicting pairwise comparisons of mCG levels for Nanopore and WGBS sperm datasets. r1 = replicate 1, r2 = replicate 2. Numbers in upper right corner denote pairwise Pearson's correlation scores. Histograms on diagonal show distribution of mCG for each library. Values include CpG sites covered by all four samples, at least 5X ( $n = 50693$  CpG sites). **I)** Dinucleotide frequencies at eliminated sequences and genome-wide. The boxes show the interquartile range (IQR) around the median. The upper and lower whiskers extend from the hinge to the largest and smallest value, respectively, no further than 1.5 IQR.

| Sample       | No. read pairs | No. unique deduplicated reads | Mean read depth | Bisulfite conversion rate (%) |
|--------------|----------------|-------------------------------|-----------------|-------------------------------|
| Egg rep 1    | 206720490      | 158968841                     | 12.85           | 98.88                         |
| Egg rep 2    | 202616723      | 136606435                     | 10.90           | 99.02                         |
| Sperm rep 1  | 96604970       | 72771652                      | 6.16            | 99.51                         |
| Sperm rep 2  | 144552493      | 106935583                     | 9.01            | 99.49                         |
| Day 1 rep 1  | 274111966      | 155015668                     | 12.33           | 99.43                         |
| Day 1 rep 2  | 210912615      | 121796638                     | 9.71            | 99.41                         |
| Day 2 rep 1  | 225263738      | 84259234                      | 7.06            | 99.76                         |
| Day 2 rep 2  | 183973096      | 77455453                      | 6.51            | 99.77                         |
| Brain rep 1  | 86428386       | 71543799                      | 6.01            | 99.39                         |
| Brain rep 2  | 96879507       | 74772228                      | 6.19            | 99.47                         |
| Muscle rep 1 | 127337537      | 99090364                      | 8.22            | 99.43                         |
| Muscle rep 2 | 136701430      | 111563835                     | 9.39            | 99.48                         |
| PBMC rep 1   | 125107878      | 89290531                      | 7.45            | 99.50                         |
| PBMC rep 2   | 74522090       | 57816526                      | 4.85            | 99.52                         |

**Supplementary Table S1:** Read mapping information for WGBS datasets

| Sample | Experiment   | No. read pairs | % unique | % multimapped | % duplicates | No. peaks |
|--------|--------------|----------------|----------|---------------|--------------|-----------|
| Sperm  | Input        | 68,850,331     | 34.87    | 48.05         | 9.84         |           |
|        | BioCAP rep 1 | 80,561,546     | 49.81    | 18.5          | 23.74        | 124,181   |
|        | BioCAP rep 2 | 104,484,840    | 48.97    | 19.09         | 24.13        | 141,295   |
| Day 1  | Input        | 116,902,415    | 29.2     | 39.62         | 16.18        |           |
|        | BioCAP rep 1 | 275,573,433    | 4.19     | 1.58          | 57.5         | 119,911   |
|        | BioCAP rep 2 | 129,269,130    | 5.7      | 2.07          | 40.38        | 117,229   |
| Day 2  | Input        | 204,976,559    | 18.6     | 23.11         | 16.59        |           |
|        | BioCAP rep 1 | 141,707,552    | 3.64     | 1.42          | 40.32        | 89,979    |
|        | BioCAP rep 2 | 206,566,319    | 3.39     | 1.31          | 48.56        | 90,027    |
| Brain  | Input        | 81,522,370     | 40.64    | 40.62         | 13.95        |           |
|        | BioCAP rep 1 | 95,482,689     | 42.24    | 10.55         | 27.15        | 130,672   |
|        | BioCAP rep 2 | 307,871,236    | 36.24    | 9.82          | 47.01        | 141,921   |
| Muscle | Input        | 33,711,758     | 39.33    | 41.75         | 10.37        |           |
|        | BioCAP rep 1 | 114,586,936    | 61.16    | 15.52         | 18.04        | 140,638   |
|        | BioCAP rep 2 | 285,346,303    | 55.11    | 16.04         | 21.38        | 141,334   |
| PBMC   | BioCAP rep 1 | 99,098,603     | 55       | 15.98         | 15.15        | 115,448   |
|        | BioCAP rep 2 | 94,230,317     | 55.38    | 16.4          | 16.56        | 117,044   |

**Supplementary Table S2: Read mapping information for bioCAP datasets**

| Run        | Sample      | Total output (Gb) | Passed output (Gb) | No. of reads (millions) | N50 (kb) |
|------------|-------------|-------------------|--------------------|-------------------------|----------|
| PBXP218432 | Sperm rep 1 | 26.32             | 21.67              | 8.31                    | 6.19     |
| PBXP227438 | PBMC rep 2  | 28.02             | 25.74              | 3.97                    | 18.61    |
| PBXP242452 | Sperm rep 1 | 25.41             | 23.41              | 7.32                    | 6.94     |
| PBXP243452 | PBMC rep 2  | 22.94             | 19.89              | 2.62                    | 23.77    |
| PBXP261461 | Sperm rep 2 | 26.94             | 19.6               | 6.22                    | 7.96     |
| PBXP262461 | PBMC rep 1  | 28.37             | 23.25              | 3.51                    | 20.46    |
| PBXP272467 | Sperm rep 2 | 15.3              | 6.95               | 2.65                    | 9        |
| PBXP273467 | PBMC rep 1  | 27.29             | 20.3               | 3.39                    | 22.55    |
| PBXP284481 | Sperm rep 2 | 23.85             | 15.32              | 5.16                    | 8.81     |

**Supplementary Table S3: Read information for Nanopore datasets**

# Supplementary material for: Extensive DNA methylome rearrangement during early lamprey embryogenesis
**Source:** Nat Commun. 2024 Mar 4;15:1977. doi: 10.1038/s41467-024-46085-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Egg PMD coordinates (petMar3).

File Name: Supplementary Data 2

Description: Sperm PMD coordinates (petMar3).

File Name: Supplementary Data 3

Description: Day1 PMD coordinates (petMar3).

File Name: Supplementary Data 4

Description: Day2 PMD coordinates (petMar3).

File Name: Supplementary Data 5

Description: Brain PMD coordinates (petMar3).

File Name: Supplementary Data 6

Description: Muscle PMD coordinates (petMar3).

File Name: Supplementary Data 7

Description: PBMC PMD coordinates (petMar3).

File Name: Supplementary Data 8

Description: Egg non-PMD coordinates (petMar3).

File Name: Supplementary Data 9

Description: Sperm non-PMD coordinates (petMar3).

File Name: Supplementary Data 10

Description: Day1 non-PMD coordinates (petMar3).

File Name: Supplementary Data 11

Description: Day2 non-PMD coordinates (petMar3).

File Name: Supplementary Data 12

Description: Brain non-PMD coordinates (petMar3).

File Name: Supplementary Data 13

Description: Muscle non-PMD coordinates (petMar3).

File Name: Supplementary Data 14

Description: PBMC non-PMD coordinates (petMar3).

File Name: Supplementary Data 15

Description: Core NMI coordinates (petMar3).

File Name: Supplementary Data 16  
Description: All DMR coordinates (petMar3).

File Name: Supplementary Data 17  
Description: Eliminated sequences (petMar3).

File Name: Supplementary Data 18  
Description: Genes in eliminated sequences (petMar3).

# Supplementary material for: Extensive DNA methylome rearrangement during early lamprey embryogenesis
**Source:** Nat Commun. 2024 Mar 4;15:1977. doi: 10.1038/s41467-024-46085-2

Last updated by author(s):

30 January 2024

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

## Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis For WGBS mapping, data was trimmed using fastp v0.12.5 and mapped using WALT v1.0. Duplicates were removed using Picard tools v2.3.0 and 5mC calling was performed using MethylDackel v0.3.0. Bigwigs were generated using kentUtils v302.1. PMDs, UMRs and LMRs were identified using MethylSeekR v1.30.0. Genome intersections were performed using bedtools v2.29.2 or bedops v2.4.2. For BioCAP and ATAC-seq mapping, reads were trimmed using trimmomatic v0.36 and aligned using bowtie2 v2.1.0. Duplicates were removed using Picard tools v2.3.0 and peaks were called using macs2 v2.1.2. ATAC-seq reads were additionally filtered using samtools v1.11. Bigwigs were generated using deepTools v3.5.0 bamCoverage and bamCompare functions. Differentially enriched NMRs were identified using DiffBind 3.0.15. Sequence motif enrichment was performed using HOMER v4.11. DMR calling was performed using DSS. RNA-seq reads were trimmed using trimmomatic v0.36 and mapped with kallisto. Whole genome read mapping was performed using bowtie2 v2.1.0 and eliminated sequences were identified using CNVkit v0.9.10. Raw ONT sequencing data was converted to BLOW5 format using slow5tools v0.3.0 then base-called using Guppy v5.0.13 (high-accuracy model). Nanopore reads were aligned using minimap2 v2.22 and 5mC profiling was performed using f5c v0.7. CpG methylation frequencies were determined using the meth-freq tool in f5c. Read depth was identified using samtools v1.11. All reads were aligned to the petMar3 reference genome.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

---

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed BioCAP-seq and WGBS data generated for this study are available from NCBI Gene Expression Omnibus under accession code GSE220553 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE220553>). Nanopore sequencing data generated for this study is available from NCBI under accession code PRJNA783432 (<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA783432>). ATAC-seq data used in this study is available from NCBI Gene Expression Omnibus under accession code GSE112072 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112072>). Whole-genome sequencing data used in this study is available from NCBI Sequence Read Archive (<https://www.ncbi.nlm.nih.gov/sra/>) under accession codes SRR5535434 and SRR5535435. RNA-seq data used in this study is available from NCBI under accession code PRJNA50489 (<https://www.ncbi.nlm.nih.gov/bioproject/50489>). All sequencing data was aligned to the petMar3 reference germline genome available from NCBI under GenBank accession code GCA\_002833325.1 ([https://www.ncbi.nlm.nih.gov/datasets/genome/GCA\\_002833325.1](https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_002833325.1)). The Source Data underlying figures are provided as Source Data files.

## Research involving human participants, their data, or biological material: N/A

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All experiments were performed in biological replicate (2X) to ensure reproducibility. Each library was sequenced with sufficient depth for accurate quantification of the epigenome. No further sample size calculations were relevant for this study. |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                   |
| Replication     | All sequencing libraries were performed in biological replicate (2X). All attempts at replication were successful.                                                                                                                                      |
| Randomization   | No treatment was used in this study so randomization is not applicable.                                                                                                                                                                                 |
| Blinding        | No treatment was used in this study so blinding is not applicable.                                                                                                                                                                                      |

## Behavioural & social sciences study design: N/A

All studies must disclose on these points even when the disclosure is negative.

|                   |  |
|-------------------|--|
| Study description |  |
| Research sample   |  |
| Sampling strategy |  |
| Data collection   |  |
| Timing            |  |
| Data exclusions   |  |
| Non-participation |  |
| Randomization     |  |

## Ecological, evolutionary & environmental sciences study design: N/A

All studies must disclose on these points even when the disclosure is negative.

Study description

Research sample

Sampling strategy

Data collection

Timing and spatial scale

Data exclusions

Reproducibility

Randomization

Blinding

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport: N/A

Field conditions

Location

Access & import/export

Disturbance

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

n/a Involved in the study

- ☒ ☐ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

### Methods

n/a Involved in the study

- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies: N/A

Antibodies used

Validation

## Eukaryotic cell lines; N/A

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

Authentication

Mycoplasma contamination

Commonly misidentified lines  
(See [ICLAC](#) register)

## Palaeontology and Archaeology: N/A

Specimen provenance

Specimen deposition

Dating methods

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

All lamprey material was collected at the Hammond Bay Biological Station (Michigan, US). To produce sexually mature males and females for embryo fertilization, sea lamprey were transferred to the Ocqueoc River, Millersburg Michigan and held in cages (0.5m<sup>3</sup>) to allow natural sexual maturation in a riverine environment. Sea lamprey were checked daily for sexual maturity; sexually mature individuals were identified by applying abdominal pressure and checking milt expression or for ovulated oocyte expression. Sexually mature males and female lamprey were returned to HBBS and held until use for culturing lamprey embryos. Adult lampreys used in this study were 3-5 years old.

Wild animals

No wild animals were used in this study.

Reporting on sex

Muscle and brain replicates include a male and female fish. PBMC replicates are from two male individuals. Given the high degree of similarity between male and female samples, sex was not further considered for somatic or embryonic tissues in this study.

Field-collected samples

No field collected samples were used in this study.

Ethics oversight

All experimental procedures for culturing embryos were approved by Michigan State University Institutional Animal Care and Use Committee (AUF# 02/17-031-00).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data: N/A

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

Study protocol

Data collection

Outcomes

## Dual use research of concern: N/A

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
|                                     | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants: N/A

|                       |  |
|-----------------------|--|
| Seed stocks           |  |
| Novel plant genotypes |  |
| Authentication        |  |

## ChIP-seq: N/A

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |  |
|--------------------------------------------------------------------|--|
| Data access links<br><i>May remain private before publication.</i> |  |
| Files in database submission                                       |  |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             |  |

### Methodology

|                         |  |
|-------------------------|--|
| Replicates              |  |
| Sequencing depth        |  |
| Antibodies              |  |
| Peak calling parameters |  |
| Data quality            |  |
| Software                |  |

## Flow Cytometry: N/A

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                      |
|---------------------------|----------------------|
| Sample preparation        | <input type="text"/> |
| Instrument                | <input type="text"/> |
| Software                  | <input type="text"/> |
| Cell population abundance | <input type="text"/> |
| Gating strategy           | <input type="text"/> |

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging: N/A

### Experimental design

|                                 |                                                                 |
|---------------------------------|-----------------------------------------------------------------|
| Design type                     | <input type="text"/>                                            |
| Design specifications           | <input type="text"/>                                            |
| Behavioral performance measures | <input type="text"/>                                            |
| Imaging type(s)                 | <input type="text"/>                                            |
| Field strength                  | <input type="text"/>                                            |
| Sequence & imaging parameters   | <input type="text"/>                                            |
| Area of acquisition             | <input type="text"/>                                            |
| Diffusion MRI                   | <input type="checkbox"/> Used <input type="checkbox"/> Not used |

### Preprocessing

|                            |                      |
|----------------------------|----------------------|
| Preprocessing software     | <input type="text"/> |
| Normalization              | <input type="text"/> |
| Normalization template     | <input type="text"/> |
| Noise and artifact removal | <input type="text"/> |
| Volume censoring           | <input type="text"/> |

### Statistical modeling & inference

|                           |                                                                                                       |
|---------------------------|-------------------------------------------------------------------------------------------------------|
| Model type and settings   | <input type="text"/>                                                                                  |
| Effect(s) tested          | <input type="text"/>                                                                                  |
| Specify type of analysis: | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both |

Statistic type for inference

(See [Eklund et al. 2016](#))

Correction

**Models & analysis**

n/a | Involved in the study

☐☐ Functional and/or effective connectivity☐☐ Graph analysis☐☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

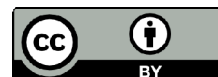

**Supplement:** Supplementary file 5 — Reporting Summary

How the deposited data were processed for this re-analysis (not part of the article)

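BioCAP was performed by the authors on sperm, day 1 embryos, day 2 embryos, brain, muscle and PBMCs of the sea lamprey, with 2 replicates per tissue. The 12 libraries were assigned to tissue and replicate from the sample labels and Supplementary Table S2, and to the groups sperm/day 1/day 2 and brain/muscle/PBMC from the text on Fig. 3A. The 5 input libraries listed were not used here. The WGBS and Nanopore data of the study were not analysed here.

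The authors trimmed the reads with trimmomatic, aligned them to petMar3 with bowtie2, removed duplicates with Picard MarkDuplicates and called peaks with macs2, one list per library. The options of the peak caller and its use of the input libraries are not given in the sources used here. In the deposited lists, the authors give for each peak a fold enrichment (a ratio over the local background), a -log10 p-value and a -log10 q-value, and a whole-number score. These values belong to one list: fold enrichment and -log10 q were used to describe, rank or filter NMIs within it, and the score was not used. The lists hold no read counts, so the depth of a library was taken from Supplementary Table S2, as read pairs multiplied by the percentage mapped uniquely. It ranged from 5.16 M read pairs in day 2 replicate 1 to 157 M in muscle replicate 2. An NMI missing from a shallow library was treated as not called, not as methylated.

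From the lists, bases common to both replicates were taken per tissue (minimum overlap 1 bp). Core NMIs are the stretches shared by all 6 tissues, and merged NMIs are the union of the tissues' NMIs, with overlapping or adjacent stretches joined. NMIs of a tissue group are merged NMIs found in all 3 tissues of that group and in none of the other. The read-based DiffBind test of the study was not repeated. The overlap of libraries was measured as the Jaccard index of bases, and the groups were compared by an exact permutation test over the 10 splits of the 6 tissues into 3 and 3, with tissues rather than libraries as units. Interval operations and tests were run in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and positions are given from 1 on petMar3. The NMIs named in the text are the 3 longest merged NMIs in each of 3 classes (overlapping a core NMI, sperm/day 1/day 2, brain/muscle/PBMC) and those on the scaffolds the paper names; this rule was set before the data were examined. Other named scaffolds were chosen after their values were seen, as were PCA and average-linkage clustering.

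The functions were tested on simulated lists of 20000 sites in 12 libraries, with 200 sites planted for each tissue group and 2000 core sites. All planted sites were recovered, with none called in error, when no site was missed. When each library missed 5% of its sites at random, 53.9% of the core sites, 76% of the sperm/day 1/day 2 sites and 74% of the brain/muscle/PBMC sites were recovered, with 55 and 78 sites of other kinds called for the respective groups. Missed NMIs thus lower the number of core NMIs, whereas for the groups planted sites were lost and other sites were gained. Fisher's exact test on the same lists, with no site missed, recovered 0% of the 200 sites planted per group, as too few p-values were small for the adjustment, and the difference in Jaccard index was not above 0. A second simulation with 4000 sites per group was therefore added after this result was seen. In it, Fisher's exact test recovered 100% of the planted sites and the difference in Jaccard index was above 0. In the data, sperm/day 1/day 2 NMIs were 1.49% of merged NMIs and brain/muscle/PBMC NMIs 6.71%, smaller shares than those planted there. The second simulation therefore does not show that the tests work at the shares seen in the data.

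The alternatives tried were a -log10 q of 5 or more and of 10 or more, equally long lists (89979 NMIs per library), each library left out in turn, NMIs of either replicate, a reciprocal overlap of 50% between replicates, whole NMIs of replicate 1, PBMC left out, other counting units and merging distances, and other rules for the groups. No genome or gene annotation of petMar3 was used here, so GC content, CpG density, sequence motifs and the overlap of NMIs with TSS were not analysed. The supplementary tables of core NMIs and of eliminated sequences were not used here.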

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

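The tests of the share of sperm NMIs found in embryos, of read pairs in no mapping class and of the coverage and the -log10 q on the mitochondrial sequence were chosen only after the results were seen, as were the patterns on embryonic scaffolds and on the mitochondrial sequence, and the separate placements for scaffolds with 1 or 2 NMIs and the comparison with adult scaffolds were added after the placements for 3 or more NMIs had been seen.

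The paper does not report NMIs by scaffold. On 420 scaffolds, NMIs were called in both sperm replicates and in none of the 6 brain, muscle and PBMC libraries. The sperm replicates held 492 and 530 NMIs on them, the day 1 replicates 385 and 334, and the day 2 replicates 206 and 220. Of these scaffolds, 7 had at least 3 NMIs in both sperm replicates, and PIZI01000490v1 had the most, with 7 and 9 in sperm, 10 and 8 in day 1 and 6 and 5 in day 2. Counts of the same kind were found in the opposite direction. Scaffolds with NMIs in both replicates of a tissue and in no sperm, day 1 or day 2 library numbered 380 for brain, 322 for muscle and 270 for PBMC, and 21, 24 and 13 of them had at least 3 NMIs in both replicates. The number of sperm scaffolds alone therefore does not set them apart.

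Random placement argues against chance scatter. Of the NMIs common to both sperm replicates, 8.61% lacked an adult NMI, and placing these at random among all sperm NMIs gave at most 4 scaffolds with 3 or more sperm NMIs that all lacked one, over 1000 draws, against 11 observed. For scaffolds with 1 or 2 sperm NMIs the draws gave at most 234, against 515 observed. These counts cover more scaffolds than the 420, of which 7 are among the 11 and 412 among the 515, each still more than in any draw. On the 420 scaffolds, the median -log10 q of sperm NMIs in replicate 1 was 28.4, against 15.6 for the other sperm NMIs without an adult NMI, which argues against calls near the threshold. The median fold was 4.91 and 5.37, respectively. Both sets were weaker than the whole list of sperm replicate 1, with a median -log10 q of 60.8 and a median fold of 12.1, so weak enrichment stays open. A candidate explanation is germline sequence that is lost from adult tissue and still present in the embryo. However, the paper reports high methylation and depleted BioCAP signal at eliminated sequences, so NMIs there would be exceptions to its finding. Of the sperm NMIs on these scaffolds, 56.8% were also found in day 1 (95% interval 51.9 to 61.4% from 1000 resamplings of the scaffolds) and 32.0% in day 2, against 41.1% and 16.8% of the others. The sperm NMIs were also compared in 4 classes of fold. From the lowest to the highest class, 63.1, 43.4, 50.0 and 70.5% were found in day 1 on these scaffolds, against 24.1, 23.3, 38.5 and 73.3% elsewhere. In day 2 the shares were 32.8, 18.9, 19.7 and 56.6%, against 5.89, 2.88, 9.78 and 47.2%. The share was thus higher on these scaffolds in every class but 1, the highest class in day 1. The classes were matched on fold only. From the lowest to the highest class, the median -log10 q was 17.7, 17.0, 21.9 and 73.8 on these scaffolds, against 5.81, 9.26, 18.4 and 58.8 elsewhere. Stronger calls in sperm could therefore also go with the higher share. Loss of germline sequence from adult tissue called for a higher share in every class and stays open. Differences in methylation between the groups, and sequence that differs between the animals sampled, stay open and were not tested.

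A further value sets the sperm scaffolds apart from the opposite ones. In the lowest of 4 classes of fold in replicate 1, the median -log10 q of sperm NMIs on these scaffolds was 3.05 times that of sperm NMIs elsewhere that also lacked an adult NMI. The same ratio was 2.63 for day 1 and 2.18 for day 2, on scaffolds chosen in the same way. It was 0.931 for brain, 0.895 for muscle and 0.763 for PBMC, on scaffolds without sperm, day 1 or day 2 NMIs, and it stayed above 1 in the 3 other classes for sperm, day 1 and day 2 (1.12 to 2.04) and below 1 for the adult tissues (0.739 to 0.892). A high -log10 q at a low fold needs many reads over a high background, which is consistent with sequence of high copy number in the germline as a hypothesis. The scaffolds of sperm, day 1 and day 2 are not independent sets, and repeats collapsed in the assembly would give the same values. The NMIs on PIZI01000304v1, the scaffold of Fig. 4E, with folds of 1.67 and 1.72 at a -log10 q of 16.3 and 19.7, are of this kind.

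On 17 scaffolds, NMIs were called in all 4 day 1 and day 2 libraries and in none of the 8 other libraries. PIZI01004468v1 had 10 NMIs in each day 1 replicate and 8 and 10 in the day 2 replicates, spread from 961 to 12623, and each of the other scaffolds had 1 or 2 NMIs per library. Of the NMIs common to both day 1 replicates, 0.803% lacked a sperm and adult NMI, and random placement of these gave at most 1 scaffold with 3 or more day 1 NMIs that all lacked one, against 3 observed. For scaffolds with 1 or 2 day 1 NMIs the draws gave at most 30, against 80 observed. This argues against chance scatter for scaffolds with day 1 NMIs and no sperm or adult NMI, but only 1 of the 3 and 15 of the 80 are among the 17, and chance was not tested for the 17 alone. DNA of another organism is one technical explanation that could apply. In Supplementary Table S2, the share of read pairs that is neither unique, multimapped nor duplicate was between 36.7 and 54.6% in the day 1 and day 2 BioCAP libraries, against 5.28 to 20.1% in the other BioCAP libraries. It was 15.0 and 41.7% in the day 1 and day 2 inputs. The table does not state how its classes were counted, so this share is not known to be that of unaligned read pairs. The NMIs themselves come from read pairs that aligned to petMar3, the germline reference, so the share does not bear on them directly. Foreign DNA and other explanations cannot be told apart here.

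NMIs on the mitochondrial sequence were called in 5 libraries. In day 1, a single NMI covered 15935 bp in replicate 1 and 15850 bp in replicate 2, with folds of 8.45 and 8.98. In day 2, 2 NMIs per replicate covered 1632 and 1624 bp, with highest folds of 14.3 and 12.8. Brain replicate 1 had 1 NMI of 323 bp with a fold of 1.87, which replicate 2 lacked, and the other 7 libraries had none. Low depth is argued against for the strongest call of each day 1 and day 2 library, which had a -log10 q between 264 and 362, far above the medians of their lists. It is not argued against for the weaker day 2 calls, with a -log10 q of 11.1 in replicate 1, below the median of its list, and of 30.2 in replicate 2. More mitochondrial DNA in the embryonic libraries is a possible explanation, and the replicates of each stage were close. The inputs against which enrichment may have been computed were not used here, so the content of mitochondrial DNA and the handling of the input cannot be told apart.

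No tissue has 4 or more libraries, so single libraries were not tested as outliers.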

How the results depend on the processing

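The equally long lists ranked by fold rather than -log10 q, and the equally long lists with each library left out, were chosen after the data were seen; all other alternatives were set before the data were examined.

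The difference in Jaccard index within and between the groups stayed positive under all alternatives run, between 0.0909 with PBMC left out and 0.121 with NMIs counted in place of bases, and between 0.0916 and 0.102 with each library left out in turn. As p cannot fall below 0.1 in this design, the test says nothing about stability. Merged NMIs stayed within 1.5 times their number under every alternative run, from 119396 with equally long lists to 183431 with the 12 lists merged as deposited, which is also the number with NMIs of either replicate. With each library left out in turn they ranged from 166307 to 175239.

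Core NMIs stayed within 1.5 times their number under all alternatives but one. They fell to 36096 at a -log10 q of 10 or more; the cause was not tested. The lists of day 1 and day 2 shortened most at that threshold: NMIs common to both replicates fell to 59507 in day 1 and to 46510 in day 2. With equally long lists, 84774 NMIs were common to both replicates in brain and 84545 in muscle, as equally long lists shorten long lists most by construction.

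The numbers of group NMIs changed with the processing. Brain/muscle/PBMC NMIs changed to 6679 with equally long lists (6708 when ranked by fold), to 17884 with PBMC left out and to 22600 when 2 of 3 tissues were enough. They ranged from 8668 to 12063 under the other alternatives, and from 10003 to 11854 with each library left out in turn. Sperm/day 1/day 2 NMIs changed to 1169 at a -log10 q of 10 or more, to 4747 with equally long lists (4611 when ranked by fold), to 7358 when 2 of 3 tissues were enough, and to 1625 both when all 6 libraries were required and by Fisher's exact test. They ranged from 1921 to 3440 under the other alternatives, and from 2004 to 3329 with each library left out in turn. The rule of all 6 libraries and Fisher's exact test give equal counts because the test, with a smallest adjusted p of 0.0386 (Benjamini-Hochberg), passes its threshold only for NMIs in 6 of 6 libraries against 0. The test counts the 2 replicates of a tissue as independent, which they are not, so its p-values overstate the evidence. Requiring fewer tissues raises the counts by construction. The cause of the other changes was not tested, apart from the length of the lists, which is taken up among the other observations and stays undecided. When each library was left out in turn from the equally long lists, sperm/day 1/day 2 NMIs ranged from 4094 to 5493 and brain/muscle/PBMC NMIs from 6052 to 7438. Of the 2477 sperm/day 1/day 2 NMIs, 1717 overlapped one found with equally long lists, and of the 11188 brain/muscle/PBMC NMIs, 4520 did. Brain/muscle/PBMC NMIs outnumbered sperm/day 1/day 2 NMIs under every alternative run, from 1.41 times with equally long lists (1.12 times when 1 library was also left out) to 7.56 times at a -log10 q of 10 or more.

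The median number of NMIs per library, 122046, fell to 117466.5 at a -log10 q of 5 or more and to 100112 at 10 or more. Scaffolds with NMIs in sperm and in no adult library numbered 373 with equally long lists and 455 at a -log10 q of 10 or more, and 7 when at least 3 NMIs in both sperm replicates were required. They ranged from 420 to 565 with each library left out in turn. Both NMIs on PIZI01000304v1 passed a -log10 q of 10.

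Replicate numbers are shared across tissues in the labels. Differences in the presence of NMIs between replicate 1 and replicate 2, at 183431 NMIs, correlated between tissues with values from -0.0344 to 0.0816 over the 15 pairs of tissues, and none was over 0.1. The highest value was that of brain and muscle. The paper states that the replicates of both tissues came from a male and a female. Low correlations cannot exclude that libraries share an animal or differ by sex, so pairing stays open. With the replicate block, in which only libraries with the same number were compared, the difference in Jaccard index was 0.0975.

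Depth was lowest in the day 1 and day 2 libraries, which hold between 5.16 M and 11.5 M uniquely mapped read pairs. Its effect on the number of NMIs called was not tested. The alternatives on GC content and on the distance of NMIs to TSS were not run, as no genome or annotation of petMar3 was used here.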

Differences from the paper's values

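The paper reports 9895 sperm/day 1/day 2 NMIs, found by a read-based test of differential enrichment, and 2477 were found here by presence and absence. Of the alternatives set before the data were examined, presence in 2 of 3 tissues gave 7358, within 1.5 times of the paper's number. The others did not come within 1.5 times of it: the -log10 q thresholds, equally long lists, each library left out, either replicate, the reciprocal overlap, whole NMIs of replicate 1, PBMC left out, all 6 libraries and Fisher's exact test.

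The paper reports 24381 brain/muscle/PBMC NMIs, and 11188 were found here. Presence in 2 of 3 tissues gave 22600 and leaving out PBMC gave 17884, both within 1.5 times of the paper's number. The remaining alternatives did not come within 1.5 times of it. The ratio of the groups depends on the same choices and was 3.07 with presence in 2 of 3 tissues.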

Other observations

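The test of the ratio of group NMIs with equally long lists, including its repeats with lists ranked by fold or with each library left out and the limit of 1.5 times by which it had to fall, and the test over other splits of the tissues were chosen only after the result was seen.

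Brain/muscle/PBMC NMIs outnumbered sperm/day 1/day 2 NMIs 4.52 times with the lists as deposited, and between 3.31 and 5.71 times with each library left out. With equally long lists the ratio was 1.41, and between 1.12 and 1.66 with each library left out; with lists ranked by fold it was 1.45. Stricter thresholds, which shorten the embryonic lists most, raised it to 5.71 at a -log10 q of 5 or more and 7.56 at 10 or more. Equally long lists remove called NMIs from the longer lists, and an NMI removed in this way counts as absent. This can draw the 2 counts together whatever the cause of the unequal lengths. The fall of the ratio therefore cannot tell unequal list lengths from a real difference between tissues in the number of NMIs. The day 2 lists are the shortest, whereas the day 1 lists are about as long as those of PBMC. The ratio stayed above 1 with equally long lists. As equal lengths can themselves draw the ratio towards 1, this does not measure how much of the difference is due to list length. Supplementary Table S2 lists no input library for PBMC. With PBMC left out the ratio was 6.70, but brain/muscle NMIs then need 2 tissues in place of 3, which raises their number by construction, so an effect of the missing input stays open. A difference between tissues in the number of NMIs stays open.

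The 2 groups together had 13665 specific NMIs, and the highest number for another split of the 6 tissues into 3 and 3 was 2442. The split of the paper was the only 1 of 10 splits with as many, but with 10 splits of so few tissues chance cannot be excluded at the 0.05 level. That split also came from these same libraries, so the comparison is not independent of it.

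Sperm shared a larger part of its NMI bases with muscle (Jaccard index 0.596) than with day 2 (0.535). The shorter day 2 lists are a candidate explanation: with equally long lists the index was 0.604 for sperm and day 2 and 0.580 for sperm and muscle, and the ranges over library pairs did not overlap. Brain and PBMC, with 0.582, also lay below sperm and muscle; with equally long lists they had 0.584, with a range over library pairs that overlapped that of sperm and muscle.

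Of the 2477 sperm/day 1/day 2 NMIs, 145 (5.85%) lay on the 420 scaffolds with NMIs in sperm and in no adult library.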
